# Decoupling behavioral and transcriptional responses to color in an eyeless cnidarian

**DOI:** 10.1186/s12864-020-6766-y

**Published:** 2020-05-14

**Authors:** Whitney B. Leach, Adam M. Reitzel

**Keywords:** *Nematostella*, Behavior, Gene expression, Transcriptomics, Photoperiod

## Abstract

**Background:**

Animals have specific molecular, physiological, and behavioral responses to light that are influenced by wavelength and intensity. Predictable environmental changes – predominantly solar and lunar cycles – drive endogenous daily oscillations by setting internal pacemakers, otherwise known as the circadian clock. Cnidarians have been a focal group to discern the evolution of light responsiveness due to their phylogenetic position as a sister phylum to bilaterians and broad range of light-responsive behaviors and physiology. Marine species that occupy a range of depths will experience different ranges of wavelengths and light intensities, which may result in variable phenotypic responses. Here, we utilize the eyeless sea anemone *Nematostella vectensis*, an estuarine anemone that typically resides in shallow water habitats, to compare behavioral and molecular responses when exposed to different light conditions.

**Results:**

Quantitative measures of locomotion clearly showed that this species responds to light in the blue and green spectral range with a circadian activity profile, in contrast to a circatidal activity profile in the red spectral range and in constant darkness. Differences in average day/night locomotion was significant in each condition, with overall peak activity during the dark period. Comparative analyses of 96 transcriptomes from individuals sampled every 4 h in each lighting treatment revealed complex differences in gene expression between colors, including in many of the genes likely involved in the cnidarian circadian clock. Transcriptional profiling showed the majority of genes are differentially expressed when comparing mid-day with mid-night, and mostly in red light. Gene expression profiles were largely unique in each color, although animals in blue and green were overall more similar to each other than to red light.

**Conclusions:**

Together, these analyses support the hypothesis that cnidarians are sensitive to red light, and this perception results in a rich transcriptional and divergent behavioral response. Future work determining the specific molecular mechanisms driving the circadian and potential circatidal rhythms measured here would be impactful to connect gene expression variation with behavioral variation in this eyeless species.

## Background

Light can be a rich source of environmental information depending on an organism’s ability to detect it, otherwise known as ‘photoreception’. Light intensity and duration are indicative of the time of day and season, respectively, which provides a central signal for regulating behavior and physiology [1–3]. The particular wavelengths that compose visible light represent complex information; for example, light attenuation in water, where longer wavelengths are absorbed more quickly over depth, provides a signal for position in the water column. The spectral composition of light also varies depending on the relative position of the sun such that light quality is indicative of time of day [4]. Spectral irradiance from moonlight is also a source of information that varies in intensity dependent on the phase of the moon [5]. Further, reflected light from the moon is a widely utilized cue for regulating the behavior, physiology, and reproductive cycle of many animals [1, 6–8].

Cnidarians have been a critical taxonomic lineage for understanding the evolution of photoreception in animals and the impacts of light on behavior and physiology. Most cnidarians lack specialized visual structures and thus the reception and transduction of light signals is performed extraocularly (outside the eyes), primarily with two photopigment types: cryptochromes and opsins [9]. Light detection is important for eyeless species, where dedicated visual organs are not present, and a strong pressure for environmental entrainment still exists. In cnidarian species, light has been shown to be a central entraining cue for a broad range of behavioral and molecular responses [10–12] and is the predicted primary cue for circadian entrainment [13, 14]. For example, the diel (daily) vertical migrations of jellyfish are timed to daily light oscillations [15–17], and the reproduction of many reef building corals is entrained to lunar moonlight cycles [18], (but see [19]), which correlates with expression of cryptochromes [20]. Moreover, individual wavelengths of light and portions of the light spectrum have been shown to result in specific behaviors, including larval settlement [21, 22], adult activity [23], and cnidocyte (stinging cells) discharge [24]. Opsins have also been identified with tissue restricted expression in the gonads [25], oral region, and tentacles [26] of certain species, which may be associated with specific physiological processes. In many cases, the display of diel behaviors are attributed to an endogenous time keeping mechanism or ‘circadian clock’ (~ 24-h rhythms) in cnidarians [13].

The connections between light-dependent behaviors and molecular responses remain poorly understood in any cnidarian, particularly for species with only extraocular photoreception, and even less understood are the mechanisms for entrainment to additional environmental factors like temperature, oxygen, nutrients or tidal patterns. Previous research with the estuarine sea anemone *Nematostella vectensis* (the focus of this study; hereafter, *Nematostella*) has shown that light exposure impacts reproduction [27], respiration [28], and locomotion [29], similar to other cnidarians. In addition to circadian behavior, many intertidal organisms often exhibit circatidal or “twice-daily” behaviors [30]; however, only one study has reported these behavioral patterns in *Nematostella* despite its estuarine habitat [29].

Here, we utilize a combinatory organismal and molecular approach testing two hypotheses regarding light entrainment in *Nematostella.* First, we hypothesized that in response to diel red, green and blue light, *Nematostella* would exhibit higher activity at night (during the ‘scotoperiod’) and lower activity during the day (the ‘photoperiod), mimicking behavior under full spectrum ‘white’ light used in earlier studies. Second, exposure to different colors of light would result in observable behavioral shifts that correlate to transcriptional remodeling of circadian clock-related genes (e.g., *Clock, PAR-bZIPs*) or differential expression of light-responsive genes (e.g., cryptochromes, opsins). We quantitatively measured the behavior of sea anemones exposed to light:dark (12:12) cycles of either 1) red light; 2) green light; 3) blue light; or constant darkness, as well as qualitatively monitored female reproductive output. We used tag-based RNA-sequencing to transcriptionally profile animals from each light condition and compared gene expression profiles from each color and over time. Comparing between light treatments allowed us to identify expression patterns that might indicate a narrow range of light sensitivity and comparisons between time points in each light treatment further provided an opportunity to look for time-of-day dependent molecular responses. Together, our results show that *Nematostella* is capable of photo-entrainment in each diel condition evident by behavioral cycles and reproductive output and further exhibit differential behavioral and molecular profiles conditional to light color which points to red light sensitivity in this species.

## Results

### Nocturnal behavior irrespective of light condition

We monitored activity using animal tracking software (see Methods), in which each sea anemone was measured individually after entrainment in red, green, or blue light:dark (LD) conditions (here after referred to as ‘X color light’) or dark:dark (DD) conditions for 48 continuous hours. Plotting locomotion (total distance moved) over time for all treatments (red light, green light, blue light, and DD) revealed that the average activity of sea anemones was significantly higher during the scotoperiod than during the photoperiod for each condition (Fig. 1). Locomotion increased from red to green to blue light, with animals in blue light displaying the highest overall activity (Fig. 1). Average movement in both the photo- and scotoperiod was significantly different within and between treatments (Table S1).

**Fig. 1:**
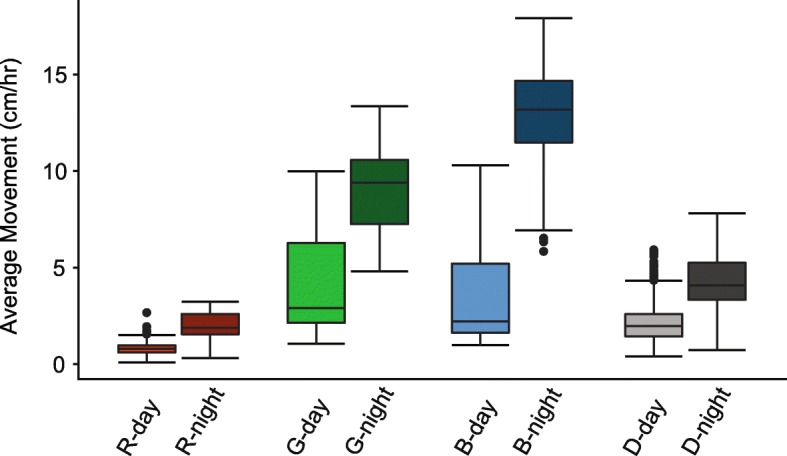
Average locomotive activity (cm/hr) of *Nematostella vectensis* during the photoperiod (light bars, left) versus scotoperiod (dark bars, right) over 48 h in each light condition (R – red, G – green B – blue, D – dark). All comparisons between photoperiod and scotoperiod of each color and within colors were significant (two-way ANOVA with Tukey post hoc tests). All statistical values for pairwise comparisons can be found in Table S1

### Light color-inducible circadian or circatidal behavioral response

Sea anemones in blue and green light exhibited locomotor oscillations that parallel circadian behavior of animals under full spectrum diel conditions. This response was signified by nocturnal movement, with peak activity occurring during the scotoperiod (Fig. 2a, b). Animals in red light and in DD displayed behavioral patterns consistent with circatidal oscillations, or ‘twice-daily’ rhythms. In addition to nocturnal peaks of activity during the scotoperiod, a second peak during the photoperiod was observed in red light and in DD (Fig. 2c, d). We used chi-squared analysis to determine the periodicity of animals from each light treatment using a confidence level of 0.01. Over the 48-h time course, animals entrained to blue and green light had a periodicity of 23.8-h (Fig. 2e, f). A periodicity of 11.8-h and 12.4-h was observed for red light and DD, respectively (Fig. 2g, h).

**Fig. 2:**
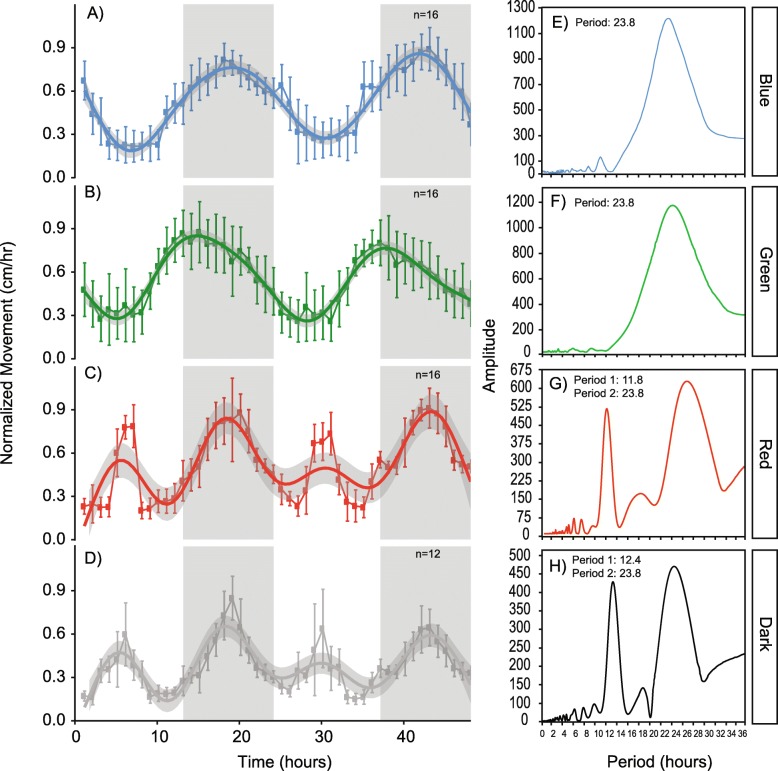
Normalized locomotive activity patterns of *Nematostella vectensis* over time (left panel) in **a** blue light:dark conditions, **b** green light:dark conditions, **c** red light:dark conditions, and **d** constant dark:dark conditions. The 48-h time course is indicated by the x-axis, and normalized movement (cm/hr) on the y-axis of the left panel behavioral plots. White and grey boxes in the plot area indicate the light:dark cycle, or the photoperiod and scotoperiod of the time course, respectively. Each data point on the behavioral plots represent *n* replicates (*n*blue = 16; *n*green = 16, *n*red = 16; *n*dark = 12). The right panel (**e**-**h**) shows periodograms corresponding to each color (annotated in the far-right box) using Chi-square analysis from activity data for *n* individuals in each light condition (confidence interval < 0.01). Periodicity values are reported in the top left corner of each graph

### Color insensitive gametogenesis of *Nematostella*

Groups of adult female sea anemones were induced to spawn in red, green, and blue light conditions, otherwise following reliable spawning procedures determined by Fritzenwanker & Technau [31]. Qualitative measurements of gametogenesis (i.e., egg output) from each group were recorded weekly and showed sea anemone spawning occurred in all colors of light.

### Light color and time-of-day dependent transcriptional response

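Each library was made from 1 animal of *Nematostella vectensis*, a burrowing sea anemone, kept under red, green or blue light for 12 h of the day or in constant darkness (DD). Tag-based RNA sequencing reads a fragment near the 3′ end of each transcript, so the number of reads for a gene does not grow with the length of its transcript. The authors deposited counts, the number of reads assigned to each of 23927 gene models of the Vienna transcriptome in each of 96 libraries, without normalization. They had removed PCR duplicates, trimmed and quality filtered the reads with the FastX-toolkit, mapped them with Bowtie2, and counted only reads that mapped to a single gene. Genes are listed by their NVE identifier, and gene positions were not used here. Every library was matched by its label to a light condition, a Zeitgeber time (ZT2, 6, 10, 14, 18 or 22, with lights on at ZT0) and a replicate letter from A to D. The deposited counts added up to between 289 and 706046 per library. The median and range were 318589 (104048 to 632353) in blue light, 351200 (196334 to 706046) in green light, 398497 (1455 to 626269) in red light and 332019 (289 to 591523) in DD. Between the light conditions, depth did not differ at p under 0.05 (two-sided permutation test of log2 totals, p = 0.0676). Time points were not tested, and median depth varied along them. At ZT6 and ZT18 the median totals were 424808 and 273807 in blue light and 414075 and 312524 in green. They were 462900 and 337344 in red and 462021 and 247361 in DD. In green light the median was 284906 at ZT10 and 599078 at ZT22. Red ZT6 replicate C, with 1455 counts, and DD ZT22 replicate C, with 289, had fewer than 10000 reads after trimming in Table S2 and were left out, so both of these groups have n = 3 and 94 libraries were used. DD ZT6 replicate D, with 25683 counts, was kept, and the totals of the others used ranged from 104048 to 706046.

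**Figure D1:**
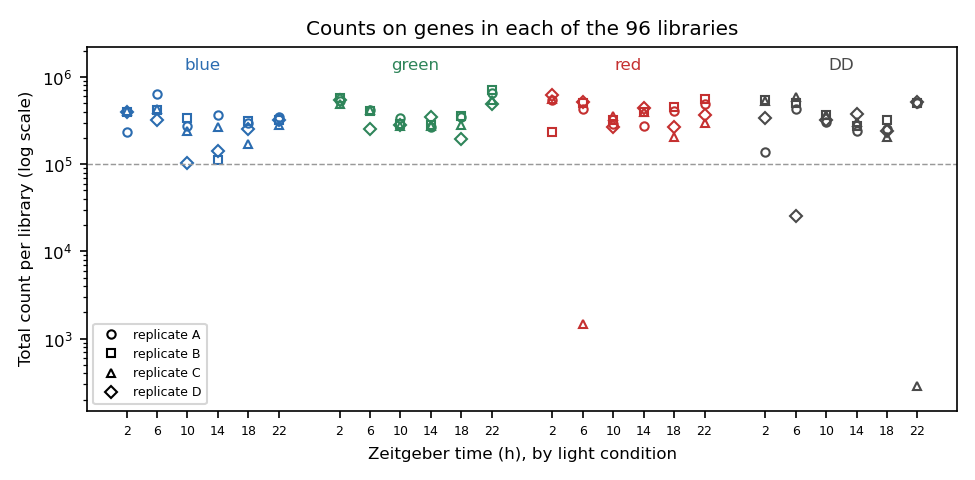
Total count of each library by time point in the 4 light conditions, on a log axis, 1 point per animal, with a dashed line at 100000 counts. The points below the line are red ZT6 replicate C with 1455 counts, DD ZT6 replicate D with 25683 and DD ZT22 replicate C with 289.

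Genes with a mean count of at least 3 over all libraries were tested, which left 9453. Counts were normalized by the TMM method and tested with the quasi-likelihood F test of edgeR, two-sided, with the Benjamini-Hochberg adjustment over all genes of a contrast and a 10% false discovery rate (FDR) as in the paper. Each light condition was fitted by itself with its 6 time points as groups, and a log2 fold change is the photoperiod minus the scotoperiod. Levels are given as CPM, counts scaled to a common TMM-normalized total per library, as mean ± SD over animals with the lowest and highest animal. A 0 in a library of the median depth still allows up to 3 counts, and such limits cover counting error only. Between animals of the same group, counts spread more than counting error, with a median chi-square per degree of freedom of 5.08 between pairs of libraries.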

To identify genes differentially expressed in each light treatment, we sequenced transcriptomes of 96 sea anemones: 24 individuals per condition sampled in 4-h intervals over the period of 1 day. Four replicates per time point were prepared for sequencing from each treatment. Tag-based RNA sequencing produced > 225 million reads (Table S2). On average, there were 2.3 million 100-base single-end reads per sample. 

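Table S2 gives the reads of each library before and after duplicates were removed and reads were trimmed. Summed over the libraries, they come to 223573918 raw reads and 59676466 trimmed reads. The mean was 621630 trimmed reads per library, and the median was 597104 trimmed reads. By light condition the mean number of trimmed reads was 546823 in blue, 690194 in green, 652331 in red and 597171 in DD. The comparisons that follow use the deposited counts, not these read numbers.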

Using a standard bioinformatic processing pipeline, reads were quality filtered and PCR duplicates were removed, leaving an average of 621,629 reads per sample (Tables S2 [32, 33];). After trimming, reads were mapped to the Vienna *Nematostella* transcriptome (~ 24,000 genes) with an average mapping efficiency of 75.17%. 

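The deposited counts came to a median of 57.3% of the trimmed reads of a library. This share covers reads assigned to a single gene, so it is not the mapping efficiency. It was lowest, at 32.1%, in the library with fewest counts, DD ZT22 replicate C. For red ZT14 replicate D, the deposited counts come to 434312 where Table S2 lists 407800 trimmed reads, and for that library the read number in Table S2 and the counts cannot both be complete. Of the 23927 gene models in the table, 4197 had a mean count of at least 10.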

Using DESeq2, raw count data were filtered, transformed, and normalized prior to statistical analysis employing Wald tests. 

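Within the 4 light conditions and 3 contrasts of a photoperiod with a scotoperiod time point, edgeR's quasi-likelihood test gave 26 calls at 10% FDR. They fell on 13 different genes, with 14 of the calls higher in the photoperiod and 12 lower. Of the alternatives fixed in advance, the one without a filter on low counts moved this number most, to 341 calls, of which 209 were in DD. Fitting each color together with DD in DESeq2, which was chosen after seeing the values, gave 502 calls over the 3 colors. DESeq2 over all 96 libraries gave 85, and it gave more on the same libraries and genes as edgeR. A test of any difference between the 6 time points called 9 genes in blue light, 6 in green, 4 in red and 4 in DD. Without replicate D of each time point, the number was 23 in blue and 14 in green, without replicate A it was 9 in red, and without replicate D it was 2 in DD. A cosine with a period of 24 h was called for 11 genes in blue, 6 in green, 4 in red and 1 in DD. Without replicate C, these fell to 5, 1, 1 and 0.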

Over the 24-h sampling period of all light treatments, 512 transcripts were identified to have diel patterns of expression passing a Benjamini-Hochberg FDR cutoff of 10%. Of these diel genes, both light color (red, green, blue) and the time-of-day were contributing factors for their expression. 

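The contrast of ZT2 with ZT14 gave 8 calls over the 4 light conditions, on 6 genes. The mid-day and mid-night contrast gave 10 calls on 8 genes, and the late contrast of ZT10 with ZT22 gave 8 on 7. The number of genes called in at least 2 light conditions was 2 early, 2 at mid-day and 1 late. DESeq2 on the same libraries gave 17, 59 and 56 calls for these contrasts.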

Of the 512 genes, 441 (86%) were differentially expressed between Zeitgeber time (ZT; term used to describe time defined by lights on at ZT = 0) = 6 vs. ZT = 18 (mid-day and mid-night contrast); 18 genes differentially expressed between ZT = 2 vs. ZT = 14 (early photoperiod and early scotoperiod contrast); and 52 genes were differentially expressed between ZT = 10 vs. ZT = 22 (late photoperiod and late scotoperiod contrast) (Fig. 3d-e). 

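By light condition, edgeR called genes 17 times in blue light (10 genes over the 3 contrasts), 5 times in green (4 genes), 3 times in red (2 genes) and 1 time in DD, for *collagenase*. With DESeq2, the calls were 54 in blue, 24 in green, 36 in red and 18 in DD. All 4 conditions had genes at an unadjusted p under 0.05 in each contrast, between 370 of 9453 (blue, ZT2 vs ZT14) and 696 (blue, ZT10 vs ZT22).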

Of the 512 time-of-day dependent diel genes, 348 (68%) were differentially expressed in red light; 102 (20%) were differentially expressed in blue light, 60 (12%) were differentially expressed in green light; and two were differentially expressed in dark conditions, with minimal overlap between light treatments. A list of differentially expressed genes from each comparison can be found in Table 1 and Table S3.

**Fig. 3:**
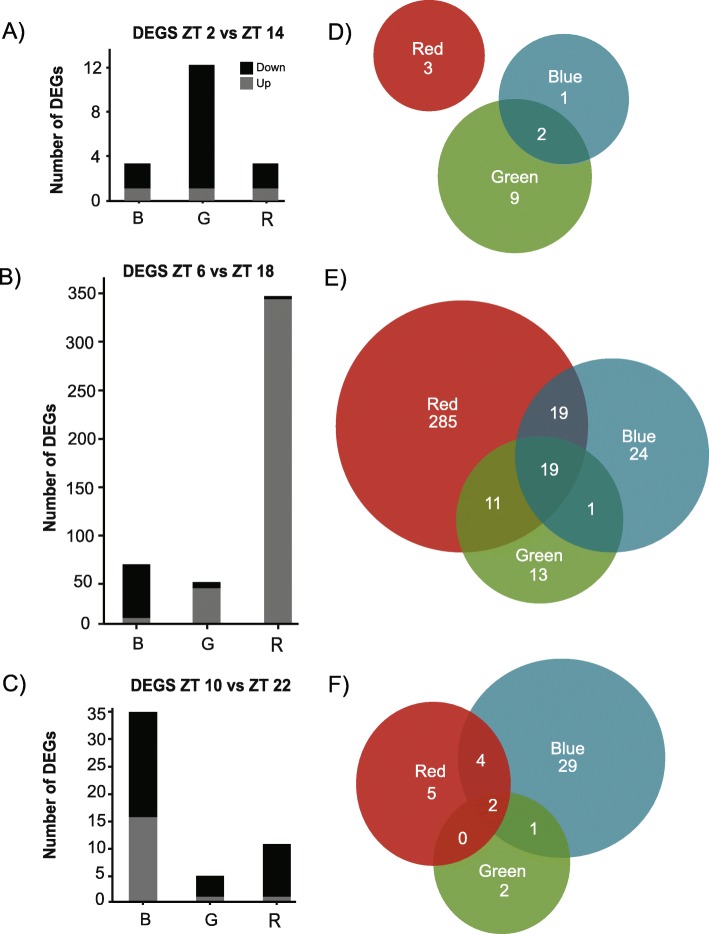
Time-of-day and light-dependent differential gene expression analysis of *Nematostella vectensis.***a**-**c** Counts of differentially expressed (DE) genes between the day (ZT = 2, 6, 10) and night (ZT = 14, 18, 22) timepoints in each light treatment (B – blue, G – green, R – red). Up- and down-regulated genes with respect to the photoperiod are shown with black (down-regulated) and grey (up-regulated) bars (i.e., if up-regulated, genes are up during the photoperiod compared to the scotoperiod). **d**-**f** Venn diagrams of DE genes shared between each light condition. No genes were differently expressed between the different color light conditions and constant dark conditions; thus, they are not represented in this figure

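In blue light, 5 genes were higher and 1 was lower in the photoperiod at ZT2 vs ZT14, 3 were higher and 3 lower at ZT6 vs ZT18, and 3 were higher and 2 lower at ZT10 vs ZT22. Leaving out blue ZT14 replicate A lowered the first of these totals to 2, and leaving out blue ZT10 replicate A raised the last to 11, while leaving out blue ZT10 replicate B, C or D or blue ZT22 replicate B or C lowered it to 1. In green light, 2 genes were higher at ZT2 vs ZT14, and 1 without green ZT14 replicate B or D. At ZT6 vs ZT18 in green light 1 gene was higher and 2 were lower, with 0 called without green ZT6 replicate A or C or green ZT18 replicate D and 6 without green ZT6 replicate D. edgeR called 0 genes in green light at ZT10 vs ZT22 (430 at an unadjusted p under 0.05, and 15 called by DESeq2), and 2 without green ZT22 replicate C. In red light it called 0 genes at ZT2 vs ZT14 (552 at an unadjusted p under 0.05, 5 by DESeq2), and 3 without red ZT14 replicate B. The 2 red genes at ZT10 vs ZT22 were lower in the photoperiod, and 0 were called without red ZT10 replicate A, B or C or red ZT22 replicate C.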

**Table 1:** Genes of interest and associated Vienna transcriptome IDs

DEGs of Interest	
ID	Annotation
NVE2080	*Clock*
NVE1138	*Cry1a*
NVE24214	*Cry1b*
NVE14677	*PAR-bZIPa*
NVE20636	*PAR-bZIPb*
NVE8107	*PAR-bZIPc*
NVE8085	*PAR-bZIPd*
NVE8679	*helt*
NVE4116	*CiPC*
NVE19057	*Timeout*
NVE4209	*HSP70A*
NVE15435	*HSP70B*
NVE2172	*HSP70E*

The majority of diel genes from the mid-day and mid-night contrast, 419 out of 441 (95%), were up-regulated during the photoperiod (Fig. 3b). 

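At mid-day, 4 of the calls were higher in the photoperiod and 6 lower. For the genes that Table S3 lists for this contrast, the direction was compared in the fits within each light condition. The lists that the table heads Green and Blue were taken as exchanged, since their log2 fold changes matched the blue and the green libraries in a refit. In red light, 318 of 332 listed genes that could be tested went in the direction that Table S3 gives, with a median log2 fold change of 0.53 here and 0.95 in Table S3. Of these, 102 had an unadjusted p under 0.05 and 1 passed 10% FDR. In blue light, 56 of 63 listed genes went the same way (38 at an unadjusted p under 0.05, 3 past 10% FDR), and in green light 38 of 44 (19 and 1). Since these lists were drawn from the same libraries, the shared direction is not independent evidence.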

More than two thirds of these diel genes were unique to red light (285 out of 441, 68%), and less than 1 % of these genes were down-regulated during the photoperiod (22 out of 441). 

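The number of genes called by edgeR at ZT6 vs ZT18 in red light and in no other color was 0. The 1 gene called in red, *collagenase*, was also called in green, and 568 genes had an unadjusted p under 0.05. DESeq2 called 28 genes in red light, and 28 of them in red alone. It called 0 over all 96 libraries, so the DESeq2 count rests on the nearly empty red ZT6 replicate C being left out. A call in 1 color only does not show that the colors differ, so the difference of the mid-day change between colors was tested itself in a fit of all 24 groups. It was called for 0 genes between red and blue light (296 at an unadjusted p under 0.05, 4 by DESeq2) and for 0 between red and green (276 at an unadjusted p under 0.05, 9 by DESeq2). Without replicate D of each time point, edgeR called 1 in each. Between red light and DD it called 3 (352 at an unadjusted p under 0.05, 16 by DESeq2), which fell to 0 without replicate A or B of each time point.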

Notably, the *timeless* homolog, *nvTimeout*, was uniquely differentially expressed under red light and was 1.5-fold higher during the photoperiod. 

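In red light, *nvTimeout* (NVE19057) was at 41.9 ± 4.23 CPM (SD, n = 3; 37.2 to 45.5) at ZT6 and at 18.8 ± 7.14 CPM (SD, n = 4; 15.2 to 29.6) at ZT18, and each animal at ZT6 was above each at ZT18. The log2 fold change was 1.10 (standard error 0.40, adjusted p = 0.669, unadjusted p = 0.0108, edgeR quasi-likelihood test), which did not pass 10% FDR. Over the alternatives the adjusted p ranged from 0.0345 to 1.00. In the other conditions the same contrast gave 1.00 in blue light, 0.80 in green and 1.27 in DD, with adjusted p of 1.00, 0.724 and 0.987. The difference between red and blue light was 0.06 on the log2 scale (adjusted p = 1.00).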

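For *nvHSP70E* (NVE2172), the log2 fold change at ZT6 vs ZT18 in red light was 0.91 (standard error 0.27, adjusted p = 0.646). Over the alternatives its adjusted p ranged from 0.00797 to 1.00. For the heat shock proteins that Table S3 names *nvHSP70A* (NVE22525) and *nvHSP70B* (NVE13177) it was 1.15 (standard error 0.32, adjusted p = 0.531) and 0.73 (standard error 0.43, adjusted p = 0.819). Table 1 gives other identifiers under these names, NVE4209 for *nvHSP70A* and NVE15435 for *nvHSP70B*, and the second was not tested since its mean count was 2.17. NVE4209 gave 0.61 (standard error 0.36, adjusted p = 0.819), and no HSP70 gene named here passed 10% FDR in red light at mid-day with edgeR. For *nvHSP90A* and *nvHSP90B*, which the paper also names, no identifier was found, so the paper's statement on them was not checked.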

Further, several heat shock proteins were up-regulated mid-day in red light only (i.e., *nvHSP70E*, *nvHSP90A*, and *nvHSP90B*). Twenty-four out of 441 diel genes were unique to blue light, 75% of which were upregulated during the photoperiod, and included the circadian clock candidate genes *nvPAR-bZIPa*, *nvPAR-bZIPd*, and *nvhelt.* The transcription factor *nvPAR-bZIPc* was one of eight genes down-regulated during the photoperiod of blue light, and decreased > 2.5-fold after the light-dark transition, consistent with findings from Leach and Reitzel [33] and Reitzel et al. [13]. 

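In blue light, 6 genes were called at mid-day, and PAR-bZIP transcription factors were among them. *nvPAR-bZIPa* (NVE14677) had a log2 fold change of 3.64 (standard error 0.59, adjusted p = 0.00550), and over the alternatives its adjusted p ranged from 5.51e-07 to 0.121. *nvhelt* (NVE8679) had a log2 fold change of 3.08 (standard error 0.48, adjusted p = 0.00459), with adjusted p from 1.79e-06 to 0.221 over the alternatives. *nvPAR-bZIPd* (NVE8085) was higher in the photoperiod by 2.09 (standard error 0.54), with an adjusted p of 0.543 that ranged from 0.00269 to 1.00 over the alternatives. *nvPAR-bZIPc* (NVE8107) was at 6.15 ± 2.98 CPM (SD, n = 4; 2.84 to 9.35) at ZT6 and 92.7 ± 39.2 CPM (SD, n = 4; 52.8 to 145) at ZT18, so that the ranges of the 4 animals did not overlap, and its log2 fold change was -3.93 (standard error 0.52, adjusted p = 0.000502). It remained past 10% FDR in every alternative that tested it, with adjusted p from 9.06e-08 to 0.0381. The genes called also included *nvCiPC* and NVE5408, a PAR-bZIP similar to *nvPAR-bZIPa*, the latter with a log2 fold change of 2.08 (standard error 0.37, adjusted p = 0.0121), whose adjusted p rose to 0.115 without blue ZT18 replicate A and 0.120 without replicate D. None of the differences between red and blue light in these changes passed 10% FDR with edgeR.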

Diel genes with the strongest changes in expression under blue light were core histone proteins, with a > 7-fold increase during the photoperiod. 

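Histone H1 (NVE4301) was at 165 ± 169 CPM (SD, n = 4; 6.24 to 336) at ZT6 of blue light, from 363 counts in the 4 animals, and had no count in any of the 4 animals at ZT18. With a floor of 3 counts for a 0, a fold change here is a lower bound, and the fitted log2 fold change of 8.62 (standard error 3.46) depends on the prior count. Its unadjusted p was 0.0204 and its adjusted p 1.00 in edgeR's test. With DESeq2 the adjusted p was 1.12e-13, and over all alternatives it ranged from 1.12e-13 to 1.00. The spread between animals at ZT6 was as large as the mean, and the lowest animal stood at 6.24 CPM. In green light the same contrast gave -9.26 and in red light 9.03, with adjusted p of 0.653 and 0.812. Histone H3 (NVE23956) gave 5.71 in blue light (standard error 2.59, adjusted p = 1.00, from 0.0608 to 1.00 over the alternatives).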

Few diel genes (13 out of 441) were uniquely expressed in green light and 53% were upregulated during the photoperiod (7 genes). 

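Of the genes called at mid-day in green light, 1 was *nvPAR-bZIPa*, higher in the photoperiod by 2.06 (standard error 0.35, adjusted p = 0.0514). Over the alternatives its adjusted p ranged from 0.00149 to 0.877, and without green ZT6 replicate A it was 0.360. The gene called in green light and not in blue or red was NVE5114, which has no annotation in Table S3, lower in the photoperiod with a log2 fold change of -2.25 (standard error 0.39, adjusted p = 0.0932). The call was lost without green ZT6 replicate A, B or C or any replicate of green ZT18, with an adjusted p of up to 0.472 without green ZT6 replicate C.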

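In DD, *supervillin* (NVE11261) was at 373 ± 548 CPM (SD, n = 4; 87.7 to 1196) at ZT6 and 61.1 ± 9.95 CPM (SD, n = 4; 50.2 to 74.3) at ZT18. The animal at 1196 CPM is replicate D of ZT6, the library of 25683 counts, and the other 3 animals were between 87.7 and 107.7 CPM, each above every animal at ZT18. The log2 fold change was 2.21 (standard error 0.62, adjusted p = 0.592) with edgeR, which called 0 genes in DD for this contrast (467 at an unadjusted p under 0.05). DESeq2 on the same libraries called 13, among them *supervillin* with an adjusted p of 0.0275. Over the alternatives the adjusted p ranged from 0.00258 to 1.00. Without DD ZT6 replicate D, the log2 fold change was 0.69 (adjusted p = 0.997).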

Only one gene, *supervillin*, was differentially expressed in DD, and was > 3-fold higher mid-day. 

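No gene was called by edgeR at mid-day in red, green and blue light alike, and DESeq2 called 0 in all of them. Table S3 lists 19 genes for all 3 colors at this contrast. In the fits within each color, the mid-day log2 fold change of *supervillin* was -0.04 in red light, 0.35 in blue and 0.05 in green, with adjusted p of 0.996, 1.00 and 0.998, and its sign changed with 1 library left out in red and in green. For *alpha-tubulin* (NVE2702) it was 0.85 (standard error 0.31, adjusted p = 0.666) in red, 0.86 in blue and 0.50 in green. In DD, where no light is given, it was 0.95. Together the 19 genes took up 6.65% of the counts of DD ZT6 replicate D (1708 counts) and at most 0.794% of those of any other library used, with a median of 0.409%.

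**Figure D2:**
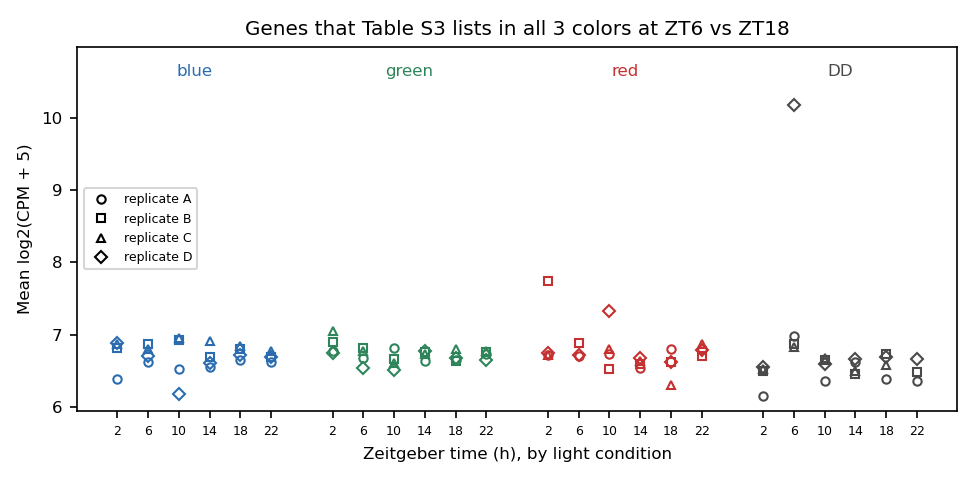
Mean log2 level (CPM with 5 added) of the 19 genes that Table S3 lists for all 3 colors at mid-day, 1 point per library, by time point and light condition. DD ZT6 replicate D stands at 10.18, and the other libraries between 6.15 and 7.74.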

A small proportion of diel genes were shared between all light treatments (19 out of 441; Fig. 3), and primarily consisted of cytoskeletal proteins (i.e., *alpha*-*tubulin*, *supervillin*). Nineteen diel genes (of 441) were shared between red light and blue light, including *nvPAR-bZIPa,* a previously characterized diurnal gene [13]*.* In both conditions, *nvPAR-bZIPa* transcription was > 2-fold greater during the photoperiod.

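In red light, *nvPAR-bZIPa* was higher at ZT6 than at ZT18 by 2.48 on the log2 scale (standard error 0.47, adjusted p = 0.110, edgeR quasi-likelihood test, n = 3 and 4), just above 10% FDR. Its adjusted p ranged from 0.0111 to 0.941 over the alternatives and was 0.0238 without red ZT18 replicate C. The change in red light minus that in blue light was -1.21 (adjusted p = 1.00). No gene was called by edgeR in both red and blue light at mid-day.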

Although more than 85% of all diel genes were differentially expressed between mid-day and mid-night, a portion of diel genes (18 out of 512; ~3%) were only identified in the contrast between early morning and early night following the light-dark transition. Of these 18 diel genes, 83% were up-regulated during the photoperiod (Fig. 3a). 

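Of the calls at ZT2 vs ZT14 over the 4 conditions, 7 were higher in the photoperiod and 1, *nvPAR-bZIPc* in blue light, was lower, with a log2 fold change of -3.90 (standard error 0.63, adjusted p = 0.00742) and adjusted p from 0.000181 to 0.915 over the alternatives. In blue light *nvPAR-bZIPd* (log2 fold change 2.70, standard error 0.54, adjusted p = 0.0580) and *nvhelt* (2.39, standard error 0.46, adjusted p = 0.0365) were among those higher, but without blue ZT14 replicate D their adjusted p was 0.399 and 0.254.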

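In red light at ZT2 vs ZT14, the perilipin family gene NVE17939 was lower in the photoperiod, with a log2 fold change of -1.48 (standard error 0.27, adjusted p = 0.151), and the selenoprotein gene NVE18736 was higher, with 0.95 (standard error 0.26, adjusted p = 0.432). Neither passed 10% FDR with edgeR. NVE17939 did so without red ZT14 replicate B (adjusted p = 0.0680) and with DESeq2 (adjusted p = 0.00172), and its adjusted p ranged from 6.63e-05 to 0.982 over the alternatives. For NVE18736 the range was 0.00976 to 1.00. All 3 genes that Table S3 lists for this contrast in red light had an unadjusted p under 0.05 here and went in the listed direction.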

Three diel genes were uniquely expressed in red light: a perilipin-like protein, a selenoprotein precursor, and an unannotated gene. 

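Table S3 lists NVE24810, annotated as a collagen alpha-3(VI) chain, beside 2 PAR-bZIP genes at ZT2 vs ZT14 in the list that holds blue light. NVE24810 was looked up after the values were seen and had a log2 fold change of -0.38 in blue light (adjusted p = 1.00, edgeR quasi-likelihood test), lower in the photoperiod and not past 10% FDR.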

One diel gene, a protease inhibitor, was uniquely expressed in blue light. Nine diel genes were uniquely expressed in green light and primarily consisted of unannotated proteins. 

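Of the genes that Table S3 lists at ZT2 vs ZT14 for green light, 9 passed the filter on low counts. All 9 went in the listed direction in the fit of green light alone, 4 had an unadjusted p under 0.05 and 2 passed 10% FDR with edgeR, both of them PAR-bZIP genes that were also called in blue light. DESeq2 called 2 genes in this contrast.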

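At ZT2 vs ZT14, *nvPAR-bZIPa* and NVE5408, a PAR-bZIP gene similar to it, were called in blue and in green light. The log2 fold change of *nvPAR-bZIPa* was 3.41 (standard error 0.58, adjusted p = 0.00988) in blue light and 2.51 (standard error 0.36, adjusted p = 0.00344) in green. In blue light the call was lost without blue ZT14 replicate A (adjusted p = 0.214), and in green light it held in every alternative run, with adjusted p from 1.12e-05 to 0.0826. NVE5408 had log2 fold changes of 2.58 (standard error 0.38, adjusted p = 0.00352) in blue and 1.72 (standard error 0.28, adjusted p = 0.0144) in green, where the adjusted p was 0.120 without green ZT14 replicate B and 0.116 without replicate D. In red light, *nvPAR-bZIPa* gave 1.28 (standard error 0.43, adjusted p = 0.647).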

No genes were shared between all treatments, between red light/blue light or between red light/green light (Fig. 3d); however, two genes, both PAR-bZIP transcription factors, were shared between blue light and green light: *nvPAR-bZIPa* and another PAR-bZIP with high sequence similarity to *nvPAR-bZIPa*, up-regulated during the photoperiod of each light condition, as was also observed in the mid-day and mid-night comparison. 

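In DD at ZT2 vs ZT14, edgeR called 0 genes at 10% FDR, with 624 at an unadjusted p under 0.05 and a smallest adjusted p of 0.194. DESeq2 called 2 on the same libraries. Without DD ZT2 replicate D, edgeR called 1.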

One gene was differentially expressed in constant darkness and was unannotated (Table S3).

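In the late contrast of ZT10 with ZT22, blue light held most of the calls. Besides *nvPAR-bZIPd*, these included *nvClock* (NVE2080; log2 fold change 3.66, standard error 0.74, adjusted p = 0.0984), *nvhelt* (2.49, standard error 0.46, adjusted p = 0.0532) and *nvCiPC* (NVE4116; -3.67, standard error 0.76, adjusted p = 0.0997). Each of these 3 named calls was lost without blue ZT10 replicate C, where the adjusted p was 0.464 for all of them. Over all alternatives the adjusted p of *nvClock* ranged from 0.00180 to 0.484.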

Fifty-two diel genes were differentially expressed between late day and late night; the time point just prior to the transitions in lighting. Of these, < 35% were up-regulated during the photoperiod (Fig. 3c). 

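Over the 4 conditions, 3 of the calls at ZT10 vs ZT22 were higher in the photoperiod, all in blue light, and 5 were lower. Of the 36 genes that Table S3 lists for blue light in this contrast, 16 were higher in the photoperiod here, all 36 went in the listed direction and 33 had an unadjusted p under 0.05. In red light, 9 of 11 listed genes had an unadjusted p under 0.05, and in green light 5 of 5.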

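At ZT10 of blue light, *nvPAR-bZIPd* was at 260.2 ± 82.5 CPM (SD, n = 4; 189.8 to 353), and at ZT22 it was at 16.9 ± 10.7 CPM (SD, n = 4; 10.1 to 32.9), where the highest animal, replicate A, stood apart from the others. The log2 fold change was 3.89 (standard error 0.60, adjusted p = 0.00619), and it passed 10% FDR in every alternative run, with adjusted p from 1.06e-08 to 0.0796. For *nvHSP70C* (NVE11918) the log2 fold change was 0.95 (standard error 0.36, adjusted p = 0.598), with an unadjusted p of 0.0144, and its adjusted p ranged from 0.0401 to 0.888 over the alternatives.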

Unique to blue light was the transcription factor *nvPAR-bZIPd* and a heat shock protein *nvHSP70C*, both up-regulated during the photoperiod (Table S3). Two genes were shared between all conditions, with the same directionality of expression: up during the scotoperiod (an unannotated gene and *collagenase*). 

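In red light, *collagenase* (NVE14551) was at 2.85 ± 1.97 CPM (SD, n = 4; 0 to 4.45) at ZT10 and 68.1 ± 26.5 CPM (SD, n = 4; 44.2 to 100.7) at ZT22, with each animal at ZT22 above each at ZT10. The log2 fold change was -4.51 (standard error 0.73, adjusted p = 0.0207), and the call was lost without red ZT10 replicate A, B or C or red ZT22 replicate C, with adjusted p up to 0.172. The same contrast gave -3.24 (standard error 0.71, adjusted p = 0.155) in blue light and -2.15 (standard error 0.60) in green, neither past 10% FDR. At mid-day *collagenase* was called in red light (-3.68, standard error 0.66, adjusted p = 0.0976) and in green (-3.05, standard error 0.59, adjusted p = 0.0932), and each of these calls was lost without 1 of several libraries, with adjusted p up to 0.457 without red ZT18 replicate D and 0.472 without green ZT6 replicate C. For the unannotated gene NVE24306, which Table S3 lists for each color, the late log2 fold change was -2.80 in blue, -3.24 in green and -1.27 in red, with adjusted p of 0.539, 0.611 and 0.686. Both genes were higher in the scotoperiod in each color, and DESeq2 left several of these values without an adjusted p because its independent filter removed the gene.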

One gene, *ester hydrolase*, was shared between blue light and green light and four genes were shared between red light and blue light (2 unannotated genes, *carboxypeptidase*, and a ribosomal protein; Table S3). 

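For the ester hydrolase gene NVE535, the log2 fold change at ZT10 vs ZT22 was -0.83 (standard error 0.37, adjusted p = 0.646) in blue light and -0.77 (standard error 0.32, adjusted p = 0.956) in green. For the carboxypeptidase gene NVE13249 it was -1.42 (standard error 0.43, adjusted p = 0.604) in red light and -1.19 (standard error 0.46, adjusted p = 0.615) in blue. All 4 values were lower in the photoperiod and none passed 10% FDR in the fits within each color. The 2 genes called in red light were *collagenase* and the unannotated NVE13045, with a log2 fold change of -1.29 (standard error 0.24, adjusted p = 0.0971), and NVE13045 was no longer called without any 1 of the libraries of the contrast except red ZT10 replicate D, with adjusted p up to 0.780.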

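In DD at ZT10 vs ZT22, edgeR called 1 gene, *collagenase*, which was at 4.88 ± 5.78 CPM (SD, n = 4; 0 to 11.3) at ZT10 and 83.1 ± 29.4 CPM (SD, n = 3; 56.8 to 114.8) at ZT22. Its log2 fold change was -3.92 (standard error 0.62, adjusted p = 0.0130). Without DD ZT22 replicate A the adjusted p was 0.140 and 0 genes were called, and without replicate B 2 were called. At an unadjusted p under 0.05 there were 400 genes, and DESeq2 called 3 on the same libraries.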

There were no genes in DD that were differentially expressed late in the light cycle.

Gene ontology (GO) enrichment analysis of genes differentially expressed in response to individual colors revealed that under red light, down-regulated genes enriched in the biological process category were related to ‘G-protein coupled receptor signaling’ and ‘regulation of response to stress’. A survey of 31 candidate opsin genes (members of the G-protein coupled receptors superfamily) identified by Suga et al. [26], revealed no color or time-dependent differential expression. Conversely, up-regulated molecular function genes were enriched for ‘mRNA metabolic process’ and ‘methylation’ in red light. GO enrichment analysis discovered in both red light and green light genes relating to ‘activation of immune response’ were down-regulated, and ‘cellular respiration’ genes were up-regulated. Enriched terms in blue light included up-regulated genes involved ‘DNA binding’, ‘chromatin binding’, and ‘amide biosynthetic process’, and down-regulated genes in the ‘signaling receptor binding’ category. There was shared enrichment amongst up-regulated genes of the GO terms ‘biological phase’ and ‘oxidation-reduction’ for each color treatment.

### Transcriptomic response combining light color and time

Weighted gene co-expression networks were constructed using 4965 filtered genes (see Methods) to classify systems-level molecular responses to different light colors. Each gene in the data set was assigned to an expression module, pairing them based on similarity of expression profiles using a weighted gene correlation network and given an arbitrary color name (not to be confused with the light colors). In total, 10 co-expression modules resulted from the analysis, and eight were highly enriched for genes corresponding to specific light colors (Figure S3). 

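A weighted co-expression network was built here in numpy from the 4965 genes of highest mean count, as log2 CPM with a pseudocount of 0.5, in 94 libraries. With the paper's soft threshold power of 11.5, an unsigned adjacency, modules of at least 30 genes and merging of eigengenes correlated above 0.45, it gave 3 modules with 498 genes in all, 335 in the largest and 35 in the smallest. The other genes joined no module. Each eigengene was correlated (Pearson's r) with an indicator of each light condition and time point, 30 tests in all, by a two-sided permutation test of 100000 resamples. None passed 10% FDR, 2 of the 12 tests with a light condition had an unadjusted p under 0.05, and the largest absolute r with a light condition was 0.25 (adjusted p = 0.225). Of the alternatives, a power of 6 moved this most. It gave 7 modules, of which 3 were associated with a light condition. Modules here cannot be matched to the module names of the paper.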

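With blue light, the eigengene correlations were -0.23, 0.03 and 0.25 for the modules from largest to smallest (unadjusted permutation p = 0.0192, 0.810 and 0.0171), and none passed 10% FDR. At a power of 6, a module of 79 genes had r = -0.38 with blue light (adjusted p = 0.00350). In a signed network, a module of 34 genes had r = -0.27 (adjusted p = 0.0981).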

Three module eigengenes were composed of enriched genes negatively associated, or down-regulated, with blue light (greenyellow: − 0.27, *p* < 0.009; lightcyan: − 0.36, *p* < 0.0004; purple: − 0.36, *p* < 0.0005), while one eigengene was positively associated, or up-regulated, with blue light (grey60: 0.32, *p* < 0.002). The strongest module negatively associated with blue light (purple) exhibited GO enrichment of ‘receptor regulator activity’ and ‘activation of immune response’. GO analysis of genes from the module eigengene positively associated with blue light (grey60) did not find any enriched terms. 

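With green light, the correlations of the same modules were 0.16, 0.13 and -0.20, with unadjusted permutation p of 0.127, 0.220 and 0.0546. At a power of 6, a module of 33 genes was positively associated with green light, with r = 0.32 (adjusted p = 0.0219).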

The co-expression network returned two modules that were enriched for genes specific to green light conditions, both of which were up-regulated (greenyellow: 0.26, *p* < 0.01; pink: 0.3, *p* < 0.004). GO analysis of green light specific modules identified functional enrichment of the terms ‘cation binding’ and ‘immune system development’. Two modules containing genes enriched for red light conditions were identified, and each of these were up-regulated in response to red light (turquoise: 0.31, *p* < 0.002; lightcyan: 0.22, *p* < 0.04); however, expression of the turquoise module eigengene was down-regulated in DD conditions and the lightcyan module contained genes that were down-regulated in blue light and up-regulated in DD. 

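With red light, the correlations in the network of power 11.5 were 0.07, -0.14 and -0.10, with unadjusted permutation p of 0.521, 0.170 and 0.365. At a power of 6, a module of 302 genes had r = 0.44 with red light and -0.53 with DD (adjusted p = 0.00105 and 0.000700). In a signed network, a module of 154 genes had r = 0.43 with red light and -0.52 with DD.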

The GO terms ‘DNA-binding transcription factor activity’, ‘signaling receptor activity’ and ‘molecular transducer activity’ were positively enriched in response to red light. Several modules were positively associated with DD (midnightblue: 0.29, *p* < 0.006; black: 0.37, *p* < 0.0003; lightcyan: 0.23, *p* < 0.02; purple: 0.43, *p* < 0.00002) and negatively associated with DD (grey60: − 0.21, *p* < 0.05; pink: − 0.22, *p* < 0.03; turquoise: − 0.29, *p* < 0.004). 

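With DD, the correlations in the network of power 11.5 were 0.01, -0.01 and 0.05, with unadjusted permutation p of 0.942, 0.899 and 0.644. Positive associations with DD past 10% FDR appeared in the alternatives only, in the module of 79 genes at a power of 6 (r = 0.34) and in the module of 34 genes of the signed network (r = 0.32).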

The purple and black modules were most strongly up-regulated in DD and were enriched for GO terms related to ‘activation of immune response’ and ‘antioxidant/peroxidase activity’, respectively. A list of all modules is provided in Table S4.

Although some modules were not positively or negatively associated with a specific light treatment, the co-expression network identified modules that were associated with a specific time point during the day (Table S4). The blue module contained genes that were up-regulated during the photoperiod (ZT = 6, 0.28, *p* < 0.006), and down-regulated the scotoperiod (ZT = 14, − 0.21, *p* < 0.04). 

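With the time points, the largest absolute correlation was 0.23, between the first module and ZT22 (adjusted p = 0.225, permutation test). The second module had r = 0.19 with ZT6 and -0.22 with ZT14, with unadjusted permutation p of 0.0636 and 0.0300, and neither passed 10% FDR. At a power of 6, a module of 33 genes had r = 0.32 with ZT22 (adjusted p = 0.0219, permutation test).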

GO analysis of this module found the terms ‘NADH dehydrogenase activity’ and ‘cellular respiration’ to be enriched at specific points of the day, consistent with previous respirometry data [28]. 

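With ZT18, the correlations of the 3 modules were 0.08, 0.07 and -0.14, and the smallest unadjusted permutation p was 0.192. After log2 of the total count was removed from both the eigengenes and the indicators, the largest module had r = 0.346 with ZT18 (adjusted p = 0.0153 by permutation). Depth itself varied between time points, so this value does not separate time of day from depth.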

The salmon module was not enriched for specific GO terms, however genes in this module were downregulated during the scotoperiod (ZT = 18, − 0.27, *p* < 0.009).

### Expression of candidate circadian genes

Diel patterns of expression for genes previously described as circadian were observed differently across light conditions. 

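The time point with the highest mean level of *nvClock* was ZT10 in blue light, where it was at 58.1 ± 18.0 CPM (SD, n = 4; 32.3 to 74.1), and at ZT14 it was at 11.5 ± 11.7 CPM (SD, n = 4; 0 to 27.7), below every animal at ZT10. The test of a 24-h cosine in blue light gave an adjusted p of 0.0983 over all genes, and 0.000549 adjusted over the list alone of the 12 tested genes of Table 1. The test of any difference between time points gave 0.235 over all genes. *nvClock* had a mean count of 3.32 per library, so a library at 0 CPM does not show that the gene was silent.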

Transcription of *nvClock* was highest during the late photoperiod (ZT = 10) of blue light and decreased immediately following the light to dark transition, consistent with previous studies [33–35] (Figs. 4; 5a). Diel expression of *nvClock* was not observed in anemones cultured in DD, and was significantly different from blue light at each sampling point during subjective day. 

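In DD, the mean level of *nvClock* at ZT10 was 7.87 ± 6.52 CPM (SD, n = 4; 3.03 to 17.0). The tests of a 24-h cosine and of any time point difference in DD gave adjusted p of 0.921 and 0.978. Blue light minus DD gave a log2 fold change of 2.90 (standard error 0.79, adjusted p = 0.102) at ZT2, 2.55 (standard error 0.72, adjusted p = 0.194) at ZT6 and 2.79 (standard error 0.61, adjusted p = 0.0204) at ZT10, in edgeR's test in the fit of 24 groups. Adjusted over the list alone these gave 0.00424, 0.00562 and 0.000267. Over the alternatives the adjusted p at ZT10 ranged from 0.0125 to 0.321, and it was 0.321 without replicate D of each time point. Table 1 reports these genes from the same libraries, so counts adjusted over the list alone are not independent evidence.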

In green light and red light, *nvClock* expression was not significantly different from DD at any time point, but were both significantly different from blue light at ZT = 10 (*p* < 0.0001). 

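At ZT10, *nvClock* was at 12.7 ± 4.63 CPM (SD, n = 4; 6.86 to 17.7) in green light and 9.60 ± 6.42 CPM (SD, n = 4; 3.16 to 17.8) in red. Blue minus green gave a log2 fold change of 2.14 (standard error 0.59, adjusted p = 0.269), and 0.00424 adjusted over the list alone. Red minus blue gave -2.62 (standard error 0.62, adjusted p = 0.0571), with adjusted p from 0.0376 to 0.698 over the alternatives, and the call was lost without any 1 of the replicate letters (adjusted p = 0.698 without replicate C). Against DD, *nvClock* in green or red light passed 10% FDR over all genes at no single time point. Averaged over the day, green minus DD passed (0.97, adjusted p = 0.0854) and red minus DD did not (adjusted p = 0.659). At single time points, red minus DD at ZT6 (1.87) had 0.0835 adjusted over the list alone.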

At ZT = 6, *nvClock* expression was also significantly different between blue light and green light (*p* < 0.0001; Figs. 4, 5a-b, Table S5). *nvPAR-bZIPa* expression was highest early in the photoperiod of each color: at ZT = 2 of blue light and green light, and ZT = 6 of red light (Fig. 5c). 

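Blue minus green light at ZT6 gave a log2 fold change of 1.47 (standard error 0.63, adjusted p = 1.00) for *nvClock*, and 0.0932 adjusted over the list alone. *nvPAR-bZIPa* had its highest mean at ZT2 in blue light, at 194 ± 48.0 CPM (SD, n = 4; 139.1 to 253), and in green light, at 115.2 ± 17.2 CPM (SD, n = 4; 93.1 to 132.8), and at ZT6 in red light, at 45.7 ± 15.5 CPM (SD, n = 3; 29.0 to 59.4). The ranges of the animals in blue and green light did not overlap. The 24-h cosine passed 10% FDR in each color, with adjusted p of 4.14e-05 in blue, 0.000102 in green and 0.0279 in red.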

At ZT = 2, *nvPAR-bZIPa* expression was significantly different from dark conditions in both blue light and green light, but not red light (Fig. 5). 

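At ZT2, *nvPAR-bZIPa* was at 29.5 ± 9.68 CPM (SD, n = 4; 15.0 to 34.5) in red light and 17.8 ± 14.6 CPM (SD, n = 4; 0 to 34.4) in DD. Blue minus DD gave a log2 fold change of 3.61 (standard error 0.54, adjusted p = 1.04e-05) and green minus DD gave 2.86 (standard error 0.54, adjusted p = 0.00515), each past 10% FDR. Red minus DD gave 0.88 (standard error 0.58, adjusted p = 0.554). The adjusted p for green light was 0.208 without replicate C of each time point, and that for blue light passed in every alternative run, with adjusted p from 3.29e-09 to 0.00519.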

Further, at ZT = 6 each color was significantly different from all others (Table S5) excluding red light vs. dark. 

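At ZT6, blue minus DD gave a log2 fold change of 3.03 (standard error 0.54, adjusted p = 0.000302) for *nvPAR-bZIPa* and green minus DD gave 2.61 (standard error 0.54, adjusted p = 0.00598), with an adjusted p of 0.375 without replicate A of each time point. Red minus DD gave 1.37 (standard error 0.58, adjusted p = 0.531). Between the colors no difference passed 10% FDR over all genes. Red minus blue gave -1.66 (standard error 0.50, adjusted p = 0.625), and 0.0104 adjusted over the list alone, red minus green gave -1.24 (standard error 0.50, adjusted p = 0.976) and blue minus green 0.42 (standard error 0.44, adjusted p = 1.00).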

Transcription began decreasing during the late photoperiod and reached an expression trough just after the start of the scotoperiod of each color (ZT = 14). 

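The time point with the lowest mean of *nvPAR-bZIPa* was ZT18 in blue light, ZT22 in green and ZT22 in red, in each case in the scotoperiod. The test of any difference between time points gave adjusted p of 0.000360, 7.34e-05 and 0.0564.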

Transcription increased as the dark to light transition occurred (Fig. 4). This pattern was not observed under DD (Fig. 5d). Similarly, transcription of *nvPAR-bZIPd* peaked during the early photoperiod (ZT = 2) and decreased steadily into the scotoperiod. 

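In DD, the 24-h cosine of *nvPAR-bZIPa* had an adjusted p of 0.831 and the test of any time point difference 0.932. The mid-day log2 fold change in DD was 0.52 (adjusted p = 0.999), and its sign changed without DD ZT6 replicate B, to -1.10. At ZT2 vs ZT14 it was 2.41 (standard error 1.13, adjusted p = 0.747), with an unadjusted p of 0.0429 (edgeR quasi-likelihood test, n = 4 each).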

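In blue light, *nvPAR-bZIPd* was highest at ZT2, at 446 ± 178 CPM (SD, n = 4; 206 to 599.8), and its lowest mean was at ZT22. The 24-h cosine gave an adjusted p of 0.000225 and the test of any time point difference 0.000159. The level at ZT6 was 199.9 ± 64.0 CPM (SD, n = 4; 105.1 to 246), below the mean at ZT10.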

Diel expression of *nvPAR-bZIPd* was only present in blue light, but transcription in both red and green light was significantly different than blue light at ZT = 6 (*p* < 0.0001) and no differential expression was measured in DD. Conversely, *nvPAR-bZIPc* peak expression occurred during mid- and late-scotoperiod of blue light (ZT = 18) and green light (ZT = 22), respectively; however, transcription was not sustained during late subjective night into the photoperiod. 

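At ZT6, *nvPAR-bZIPd* was at 11.1 ± 7.52 CPM (SD, n = 4; 4.59 to 19.2) in green light, 1.79 ± 1.75 CPM (SD, n = 3; 0 to 3.50) in red and 2.38 ± 2.04 CPM (SD, n = 4; 0 to 4.97) in DD, and every animal in blue light was above every animal in the other conditions. Blue minus green gave a log2 fold change of 4.24 (standard error 0.58, adjusted p = 2.52e-06) and red minus blue -6.49 (standard error 0.77, adjusted p = 2.34e-08), and both passed 10% FDR in every alternative run, with adjusted p of up to 0.00327 and 0.000130. No test over the day passed 10% FDR for this gene in green light, red light or DD, with adjusted p for the 24-h cosine of 0.682, 0.996 and 0.668.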

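*nvPAR-bZIPc* had its highest mean at ZT18 in blue light and at ZT14 in green. In green light it was at 31.5 ± 20.7 CPM (SD, n = 4; 17.4 to 62.2) at ZT18 and 20.7 ± 7.35 CPM (SD, n = 4; 13.7 to 30.7) at ZT22, and these ranges overlapped.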

While *nvPAR-bZIPc* expression was diel in blue and green light, expression was constant in red light and dark conditions. Similarly, a Hes/Hey-like gene, *nvhelt,* was diurnal only under blue light and green light, however transcription was much higher in blue light overall (Fig. 4). *nvhelt* transcription was highest at the beginning of the photoperiod (ZT = 2) and decreased over subjective day to a trough at ZT = 22. 

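The 24-h cosine of *nvPAR-bZIPc* gave an adjusted p of 1.78e-05 in blue light and 0.177 in green, where it was 0.00133 adjusted over the list alone. In red light and DD the adjusted p was 0.912 and 0.975. The mid-day log2 fold change in green light was -1.55 (standard error 0.55, adjusted p = 0.652). In red light it was -1.22 (standard error 0.66, adjusted p = 0.812), and its difference from that in blue light was 2.67 (adjusted p = 1.00).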

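*nvhelt* was at 174 ± 32.8 CPM (SD, n = 4; 130.6 to 210.2) at ZT2 of blue light and 84.8 ± 25.7 CPM (SD, n = 4; 55.5 to 107.4) at ZT2 of green, and at 23.6 ± 7.05 CPM (SD, n = 4; 17.9 to 33.8) at ZT22 of blue light. Averaged over the day, blue minus green gave a log2 fold change of 0.38 (standard error 0.22, adjusted p = 0.677). The 24-h cosine gave adjusted p of 1.82e-05 in blue light, 0.0353 in green, 0.621 in red and 0.897 in DD. The lowest mean was at ZT18 in blue light and ZT22 in green, and the highest mean in green light was at ZT6. In green light the log2 fold changes of the 3 contrasts were between 1.39 and 1.65, with adjusted p from 0.413 to 0.710.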

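For *nvCry1a* (NVE1138), the mean at ZT6 was 42.0 ± 11.7 CPM (SD, n = 4; 27.4 to 56.1) in blue light and 22.8 ± 2.84 CPM (SD, n = 4; 19.2 to 25.2) in green, and for *nvCry1b* (NVE24214) it was 45.9 ± 23.9 CPM (SD, n = 4; 18.3 to 75.9) and 25.7 ± 6.09 CPM (SD, n = 4; 19.5 to 34.0). The highest mean of *nvCry1a* was at ZT10 in blue and in green light, and that of *nvCry1b* was at ZT6 in blue and ZT14 in green. Over all genes the 24-h cosine gave adjusted p of 0.357 and 0.565 for *nvCry1a* and 0.570 and 0.246 for *nvCry1b* in blue and green light. Adjusted over the list alone, these were 0.00674, 0.0598, 0.0242 and 0.00329. The mid-day contrast of *nvCry1b* in blue light gave 1.36 (standard error 0.49, adjusted p = 1.00), and the late contrast of *nvCry1a* in blue light gave 2.04 (standard error 0.55, adjusted p = 0.513).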

Expression of the cryptochromes *nvCry1a* and *nvCry1b* was rhythmic with peaks at mid-photoperiod (ZT = 6) of blue and green light, however significant oscillations of these transcripts were not measured under red light or dark conditions. 

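*nvCiPC* was at 4.57 ± 2.03 CPM (SD, n = 4; 2.62 to 6.86) at ZT6 of blue light and 48.5 ± 11.1 CPM (SD, n = 4; 38.4 to 59.4) at ZT18, with no overlap between the animals, and the mid-day log2 fold change was -3.23 (standard error 0.56, adjusted p = 0.0108), with adjusted p from 0.000531 to 0.478 over the alternatives. The 24-h cosine gave adjusted p of 0.000633 in blue light and 0.0269 in green, and the test of any time point difference in green light gave 0.0773. In green light the late contrast gave -2.25 (standard error 0.51, adjusted p = 0.395). In red light and DD the 24-h cosine gave 0.877 and 0.816. Whether the change differs between blue and green light was not tested.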

Diurnal expression of the *circadian interacting pacemaker protein*, *nvCiPC*, was only observed under blue light (Fig. 5, Table S5). As previously shown by Reitzel et al. [34] cyclic expression of *nvCycle* and *nvCry2* was not observed.

**Fig. 4:**
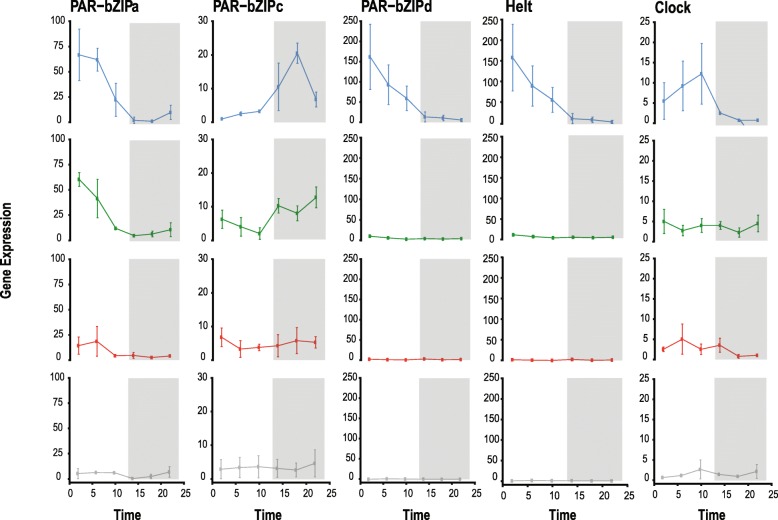
*Nematostella vectensis* candidate circadian gene profiles over the 24-h sequencing time course, organized by gene and color. Each vertical set of plots represents a single gene’s expression in each light condition in the following order: blue, green, red, dark. Data points on each plot represent four individually sequenced animals. Error bars are calculated from the standard error of the mean for each data point (*n* = 4). The time course of the experiment is shown along the x-axis, and the normalized expression values are shown along the y-axis. Note the scale is the same for each light condition of a specific gene, but the scales differ across genes. White and grey boxes in the plot area indicate the light:dark cycle, or the photoperiod and scotoperiod of the time course, respectively. All statistical values for comparisons can be found in Table S5

**Fig. 5:**
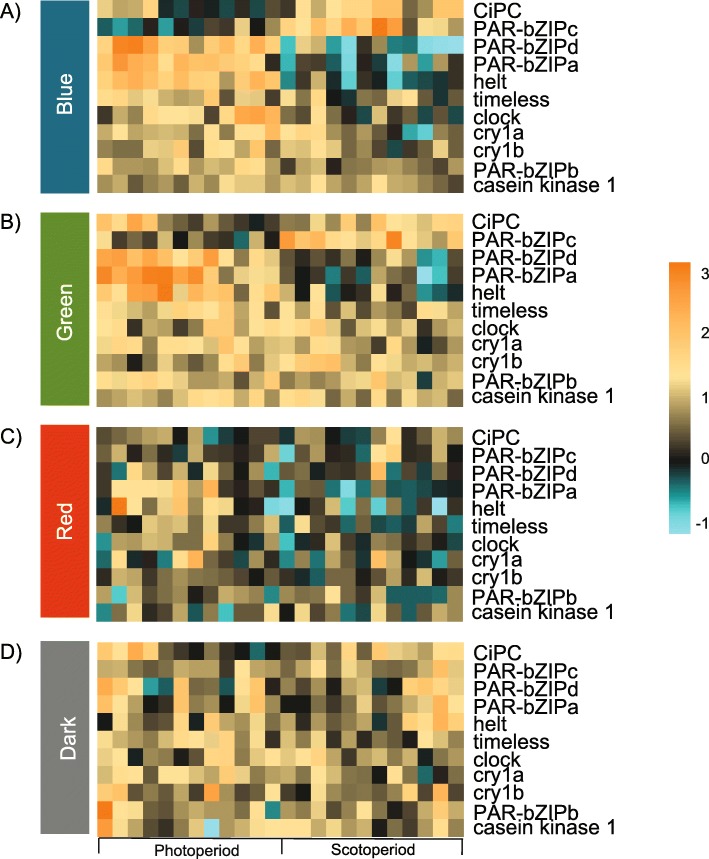
Heatmap of *Nematostella vectensis* candidate circadian genes across each light treatment **a** blue, **b** green, **c** red, **d** dark. The experiment key at the bottom of the lower heatmap identifies the ‘photoperiod’ and ‘scotoperiod’ sampling points of the 24-h time course. The columns represent each individual animal that was sampled during the experiment. Three time points were collected during the photoperiod and three time points were collected during the scotoperiod for a total of six collection time points. At each time point, four replicate animals were collected (24 total animals sampled in each treatment; 4 treatments × 6 time points = 96 total animals). Each row of the heatmaps shows expression of a single annotated gene, labelled on the right. The color scale is log2 fold change

## Discussion

Diel light cycles synchronize predictable patterns of behavior, physiology and gene expression, generating rhythmicity via two general processes: a direct response to light or through modulation by a molecular mechanism (i.e., a circadian clock). Broadly, the molecular basis for animal circadian clocks involves interlocked transcription-translation feedback loops with positive and negative elements [36]. Through a combination of phylogenomics and light-dependent gene expression assays, Reitzel et al. [13] proposed a model for the cnidarian circadian clock composed of two loops (Fig. 6): the feedback loop where light dependent cryptochromes are involved in negative regulation of the CLOCK:CYCLE dimer and a feedforward loop where PAR-bZIPs activate and repress transcription of *Clock* or *Cycle* – as in *Drosophila* (see Cyran et al. [37]). Our transcriptome results revealed progressive loss of gene expression differences for these proposed clock components from blue to green to red light. 

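For the 12 tested genes of Table 1, the 3 contrasts give 36 comparisons in each light condition. Over all genes, 12 passed 10% FDR in blue light, for 6 genes, 2 in green for 1 gene, and 0 in red and 0 in DD with edgeR. At an unadjusted p under 0.05 there were 19 in blue, 16 in green, 7 in red and 1 in DD. A 24-h cosine passed for 6, 3, 1 and 0 of these genes, and adjusted over the list alone for 10, 6, 5 and 1. The differences of the mid-day change between red light and the other conditions were tested for each of these genes and none passed 10% FDR over all genes.

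**Figure D3:**
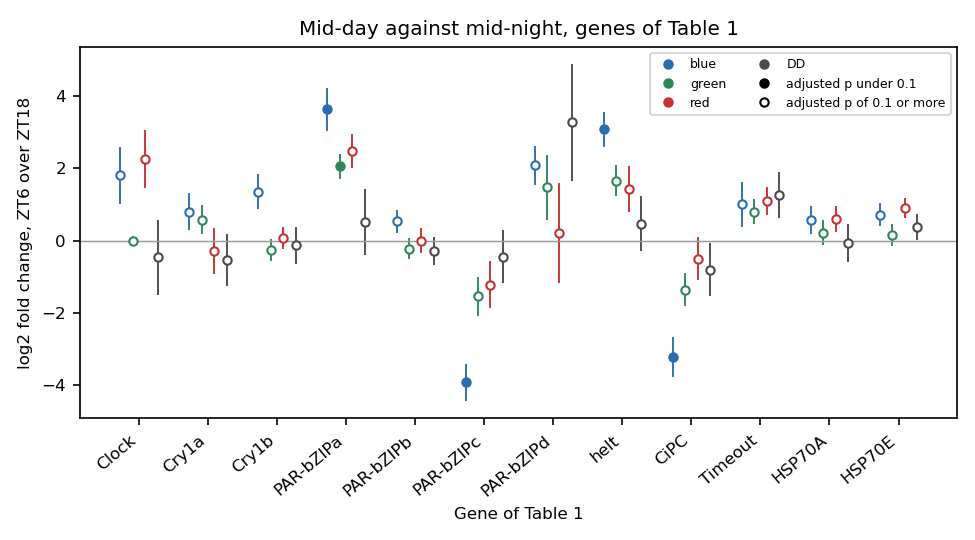
Log2 fold change of ZT6 over ZT18 for the tested genes of Table 1 in the 4 light conditions, with bars of 1 standard error on either side and filled symbols at an adjusted p under 0.1. The standard error is derived from the F statistic and is poorly determined for the value nearest 0, and the largest fall is that of *nvPAR-bZIPc* in blue light, at -3.93.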

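In blue light, the genes of Table 1 past 10% FDR in at least 1 contrast were *nvPAR-bZIPa*, *nvPAR-bZIPc*, *nvPAR-bZIPd*, *nvhelt*, *nvClock* and *nvCiPC*. For *nvCry1a* the smallest adjusted p of the 3 contrasts in blue light was 0.513 and for *nvCry1b* 0.684. The highest means of *nvPAR-bZIPa* and *nvPAR-bZIPc* in blue light were at ZT2 and ZT18.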

In blue light, components of each loop are differentially expressed in light:dark conditions suggesting robust diel gene expression for all genes, some of which have different phases (e.g., *nvPAR-bZIPa* and *nvPAR-bZIPc*). 

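In green light, the late log2 fold change of *nvClock* was 0.88 (standard error 0.54, adjusted p = 0.959) and that of *nvCry1a* was 1.00 (standard error 0.37, adjusted p = 0.956). For *nvCry1b* the early contrast gave -1.17 (standard error 0.27, adjusted p = 0.710). The sign of the late change of *nvClock* in green light was the opposite, at -0.75, when every library was thinned to 100000 counts.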

In green light, individual genes in each component (i.e., *nvPAR-bZIPc*, *nvClock*, *nvCry1a)* no longer showed significant differences in expression; however, anemones maintained rhythmic activity with 24-h periodicity. In red light, only *nvPAR-bZIPa* maintained differential gene expression in light:dark, which was restricted to just a narrow time comparison (early day vs early night). *nvCiPC* showed a similar pattern of differential gene expression as *nvClock*, the protein that it regulates through phosphorylation in mammalian species [38]. 

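In red light no gene of Table 1 passed 10% FDR in a contrast with edgeR, with DESeq2 giving no adjusted p for *nvPAR-bZIPa* or *nvTimeout* at mid-day. The mid-day change of *nvClock* in red light was 2.26 (standard error 0.80, adjusted p = 0.666) with an unadjusted p of 0.00932. The 24-h cosine passed over all genes for 1 gene, *nvPAR-bZIPa*, and the test of any time point difference passed for 1, against 2 adjusted over the list alone. The late contrast of *nvCiPC* in red light gave -0.66 (standard error 0.57, adjusted p = 0.845).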

*Timeout* (not shown in Fig. 6) is evolutionarily related to *Timeless*, a critical component of the *Drosophila* circadian clock, but the role, if any, of *Timeout* in cnidarian clocks is unknown. In our study, *nvTimeout* showed diel expression only under red light, and was up-regulated during the day. 

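Over the whole day, *nvTimeout* in red light gave an adjusted p of 0.853 in the test of any time point difference and 0.655 for the 24-h cosine, and its 12-h cosine gave 1.00. Its highest mean in red light was at ZT6.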

In the facultatively symbiotic sea anemone, *Exaiptasia diaphana*, *Timeless* expression (*Timeout* in other cnidarians, see Reitzel et al. [34]) was dependent on the presence or absence of symbionts and had a circatidal (12-h) rhythmic expression in the absence of *Symbiodinium* [39]. The overall gene expression results from our study indicate rich transcriptional responses to individual light colors, including differences in the expression of circadian clock components. 

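Averaged over the 6 time points, 1134 of 9453 genes differed between red light and DD at 10% FDR with edgeR, 666 higher and 468 lower in red. The number was 428 for green light against DD (262 higher in green) and 559 for blue light against DD (274 higher in blue). The median absolute log2 fold change of the called genes was between 0.55 and 0.64. The alternative that moved these numbers most was thinning every library to 100000 counts, with 263, 59 and 146. Leaving out replicate A of every group gave 363 for red and DD, for green and DD leaving out replicate C gave 1.0e+02 (rounded to 2 digits) and leaving out replicate D 782, and leaving out replicate C gave 203 for blue and DD. The 3 comparisons share the DD libraries, so their lists are not independent, and no overlap between them is counted here. For the genes of Table 1 at single time points, 41 of 432 comparisons between light conditions passed 10% FDR over all genes. The paper takes its overall expression results, clock genes included, to point to rich responses to single light colors.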

Interestingly, patterns observed in blue and green light are highly similar, while expression in red light differed tremendously. 

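The colors were compared by levels averaged over the day, which hold no daily pattern. Blue and green light differed in 83 genes (60 higher in blue), red and blue in 263 (147 higher in blue) and red and green in 10 (10 higher in green). At an unadjusted p under 0.05 these were 812, 1294 and 685. With replicate C of every group left out, the numbers were 20, 204 and 4, and without replicate D there were 17 between red and green. In each of 15 settings, the replicates left out included, fewer genes differed between red and green light than between blue and green.

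**Figure D4:**
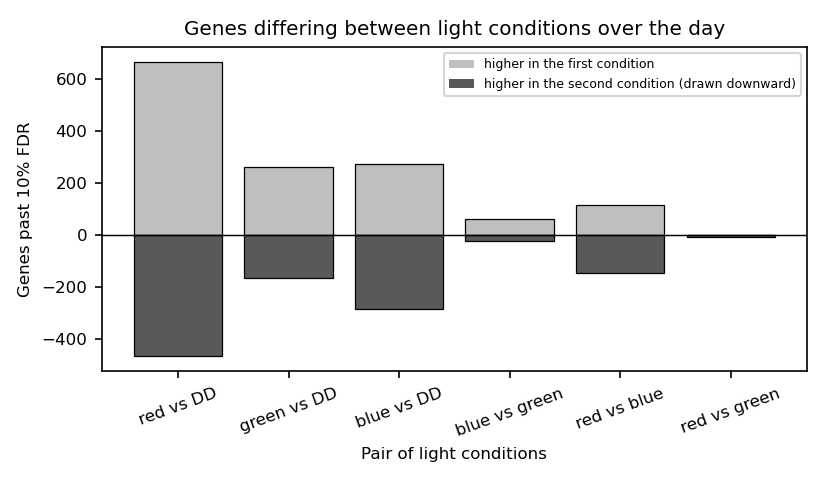
Number of genes past 10% FDR for each pair of light conditions averaged over the day, split by the condition in which they were higher, as bars from 0. The longest bar is that of red light and DD, with 1134 genes, and the shortest that of red and green light, with 10.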

One hypothesis for these shifts in global gene expression in red light is masking, where under typical daylight conditions, full spectrum illumination overrides or ‘masks’ other cues, eliminating the potential for differential behaviors in isolated spectra.

**Fig. 6:**
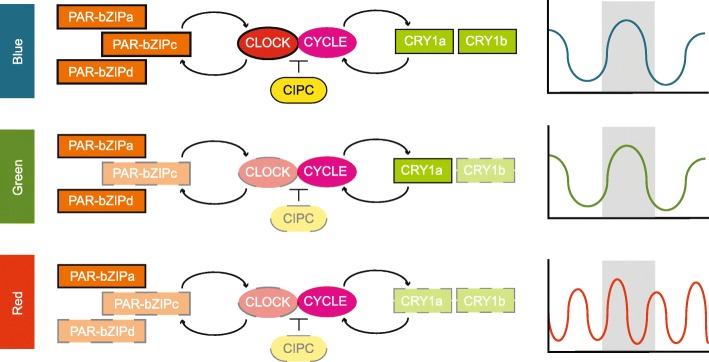
Proposed model for the cnidarian circadian clock composed of two loops adapted from Reitzel et al. [13] and associated behavior. This proposed network combines the positive elements (center), the feed-forward loop (left), and the feedback loop (right). The positive elements, *Clock* and *Cycle* heterodimerize (CLOCK:CYCLE) and upregulate genes in the feed-forward and feedback loops (PAR-bZIPs and cryptochromes, respectively) where they act as transcriptional regulators for the positive elements. CIPC is a predicted repressor of the CLOCK:CYCLE protein complex based on data from vertebrates. Differential expression (DE) of genes in this network are indicated with solid (DE) or dashed (not DE) lines for each color (key far left). *Cycle* is not outlined because this gene was not differentially expressed in any condition. Plots of behavioral responses to each wavelength are shown on the far right as cartoons

In coastal habitats, organisms experience complex environmental signals including solar, lunar, and tidal cues. To accommodate this, some marine invertebrates exhibit twice-daily oscillations in activity [40–42] and have even evolved separate circadian and circatidal oscillators [43–45]. Through locomotive tracking of individuals exposed to different color light treatments, we observed 24-h periodicity in sea anemones entrained to blue and green light:dark cycles; but surprisingly, we observed a 12-h activity rhythm in animals entrained to red light cycles and in constant darkness. While no evidence to date has supported the presence of a circatidal clock in cnidarians, Hendricks et al. [29] observed a similar twice-daily activity pattern in a portion of *Nematostella* that were LD entrained for 7 days, then moved to constant darkness and behaviorally monitored for 3 days. Additional behavioral data in *Nematostella* reports circadian behavioral oscillations persist for 2 days after being transferred from LD to DD conditions [46]. These studies suggest the presence of an endogenous oscillator that continues to keep a diel rhythm for at least 2 days, however the field lacks data on the behavior of anemones in prolonged darkness. The results presented here suggest that after 30 days in red light or in constant darkness, anemones do not show circadian behavior, but rather a bimodal activity pattern similar to circatidal rhythms of other estuarine invertebrates, pointing to the presence of a second oscillator within cnidarians, which may be masked by a predominate circadian clock. Deciphering the mechanisms of these two potential time keeping systems would be an impactful area of future investigation, providing a novel evolutionary perspective on cnidarian clocks. Considered alone, the similar behavioral profiles of animals entrained to red light and constant darkness might seem to suggest animals are not sensitive to red light and behave as if there is no light present; however, the vastly different gene expression profiles between red light and DD suggests the opposite.

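Table S3 lists genes that differ between red light and DD. Of its 1090 entries, 1089 had the listed direction in the fit of 24 groups and 858 passed 10% FDR there. For blue light against DD, 402 of 403 had the listed direction and 346 passed. DESeq2 on the same libraries called 1221 genes between red light and DD. These comparisons average over the time points, and the light history before sampling is part of the difference.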

A number of studies with cnidarians have shown diverse behavioral and reproductive responses to portions of the light spectrum including vertical migrations in the water column [15, 16, 47–49], phototaxis and photokinesis [50–53], gametogenesis [54, 55], tentacle expansion and contraction [23, 56–59], and feeding [60]. While sensitivity to blue and green wavelengths is common, spectral variation beyond this range (including red) has been suggested for some species of corals [61, 62] where spectral cues from both the water column and substrate influence larval positioning for settlement and metamorphosis [21, 63, 64]. Most of these studies have focused on ocular photoreception in species with dedicated visual structures, leaving relatively unknown the light-sensitivity and behavior of species with extraocular or non-visual photoreceptive mechanisms, particularly in anthozoan cnidarians (the class of cnidarians that includes anemones and corals; reviewed by Martin [65]). The results described here indicate that behavior and gene expression in the eyeless sea anemone *Nematostella* are dependent on the spectral range of light and the time-of-day, as is evident from differential organismal and molecular regulation. However, it is unknown what specific genomic mechanisms are used to interpret the dynamic light environment. Some studies have suggested opsin-mediated pathways are responsible for photobehaviors in other cnidarians like corals [66, 67], *Hydra* [24], and jellyfish [25, 26, 68], while cryptochromes are attributed to phototaxis by sponge larva [69] and the reproduction of some coral species [20, 70]. But few studies have functionally characterized the roles of these photopigments in cnidarians [66, 68, 71]. Ours and other previous transcriptomic data show that Type I cryptochromes (i.e., *nvCry1a*, *nvCry1b)* in *Nematostella* and corals are light-dependent with peak expression during the photoperiod, but lose rhythmicity in prolonged darkness (this study [20, 33–35, 70, 72–74];). Expression of Type I cryptochromes from corals, *AmCry1* and *FfCry1* (from *A. millepora* and *F. fragum,* respectively) are strongly diurnal in response to light cycles [20, 70, 73], particularly moonlight which is enriched in the blue wavelength range. A gene expression study by Reitzel et al. [34] suggested that different wavelengths of light may exert specific effects on *Nematostella*, specifically finding that Type I cryptochromes had differential expression dependent on which portion of the light spectrum (e.g., blue vs. longer wavelength) they were exposed to. There is variation with reports of Type II cryptochrome expression in *Nematostella*; for example, *nvCry2* does not show a strong diurnal response in any light treatment of this study as is similarly reported in Leach and Reitzel [33] and Reitzel et al. [34], which is unsurprising as this gene is most closely related to insect light-insensitive cryptochromes [75–79]. These data are in contrast to a study by Peres et al. [35], in which *nvCry2* expression displayed rhythmic oscillations in response to light:dark treatment. Furthermore, cryptochromes have been hypothesized to form feedback loops in the circadian circuitry of cnidarians acting as transcriptional repressors [13], although their spectral sensitivity has not been measured. In the only study to explicitly measure the absorptive range of a photoreceptor involved in cnidarian vision, Koyanagi et al. [68] found a green-light sensitive opsin is responsible for initiating the phototransduction cascade in box jellyfish. Screening of the *Nematostella* genome has identified 31 candidate opsins [26, 80], none of which have been functionally or spectrally tested. Of these, 11 transcripts are present in the Vienna transcriptome. Gene expression data from our study do not support rhythmic transcription of these putative opsin genes identified by Suga et al. [26] and transcript mining from the LD time course data set by Leach and Reitzel [33] did not reveal differential expression of any *Nematostella* opsins. Further, qPCR validation of select opsins did not show light-dependent expression (data not shown), but this result is not conclusive to exclude opsins’ role in the photobehavior of *Nematostella*. Although no study has examined the post-translational protein modifications in cnidarian circadian clock genes or photoreceptors, they are undoubtedly important. Multiple types of modifications to core circadian proteins and photoreceptors have been described for several species, including *Drosophila,* mammals, and cyanobacteria (reviewed in [81]). Future experiments are needed to determine the specific photoabsorptive properties of proteins and their post-translational modifications, like opsins, in species with extraocular vision to determine their non-visual functionality.

## Conclusions

The data presented here contributes to our knowledge of non-visual photobehavior and gene expression in an eyeless cnidarian from an integrative organismal and molecular context. The oscillating activity of *Nematostella* in red, green, and blue light:dark cycles strongly suggests differential mechanisms are responsible for photodetection of different light colors potentially due to a broader spectral sensitivity than previously thought. Further, our results indicate – for the first time in this species – red light sensitivity that is masked by light in the blue-green range along with a potential circatidal oscillator as evidenced by twice-daily behavioral rhythms in red light and in constant darkness.

## Methods

### Animal culture

Adult *Nematostella vectensis*, originally collected from Maryland and laboratory bred [82], were maintained in a laboratory setting as described in Hand & Uhlinger [83]. Sea anemones were kept in glass Pyrex dishes with 15 parts per thousand (ppt) artificial seawater (ASW). Individuals were fed haphazardly 3 days each week with freshly hatched brine shrimp (*Artemia sp.*) and the water was changed bi-weekly.

### Experimental treatments

Animals were split into four experimental light treatment groups and culture conditions were adjusted to simulate a diel light cycle (12-h light: 12-h dark; LD) or constant darkness (DD) inside a light- and temperature-controlled room. For 1 month, during the ‘entrainment period’, sea anemones were exposed to one of four isolated light treatments of different colors using Minger LED strip lights: (i) red LD, (ii) green LD, (iii) blue LD, and (iv) 24-h constant darkness, measured with a light meter (Fisher Scientific Traceable®) and adjusted for like intensities (red λ = 700; green λ = 560; blue λ = 450; range: 120–160 lx; Figure S1). For LD groups, light cycling began at 7:00 AM EST or Zeitgeber time (ZT) = 0 with “lights on”, and “lights off” at 7:00 PM EST or ZT = 12. During the entrainment period, animals were cultured on the same feeding and water change schedule as previous and care was taken for all groups during to limit stress to the animals. Animals in the DD group were fed and water changed during “lights off” to eliminate the potential for light contamination. All animals were starved for 2 days prior to data collection.

### Behavioral assays and data analysis

Noldus Ethovision (Noldus Information Technology) was used to record and quantify the movement of sea anemones in each light condition independently. An infrared 850 nm 5050 LED strip light (Environmental Lights) was used to facilitate recordings in both light and dark conditions. For each experiment, animals were measured in individual glass petri (9 cm across) dishes with 50 mL ASW (Figure S1). Video recordings were obtained for 12–16 animals in each light condition over 48 h (*n* = 60), beginning at ZT = 0. Animals were not fed during data collection, and recording time was minimized to reduce the impact of starvation on the measurements.

Each video recording was analyzed using Noldus Ethovision XT9 with the area of each petri dish set as the ‘tracking arena’. To avoid including light reflected off of the glass dish inside the tracking arena, all arenas were drawn with a 1 cm buffer from the edges of the dish (tracking arena area ≤ 50.27 cm^2^). In the case of animal movement into this region, the sample was discarded. Detection settings were set as follows: center-point detection, grey scaling (30–65), high pixel smoothing with contour erosion set to 1, and a sampling rate of 5.0 to ensure animal movement was detected throughout the collection period. Measurements of locomotion or ‘distance traveled’ in centimeters every 5 s was binned into hourly intervals (cm/hour) and analyzed with ClockLab software (Actimetrics).

Female populations were induced to spawn under red, green, and blue light cycles, following the animal care protocol outlined in Fritzenwanker & Technau [31]. Egg production was qualitatively recorded weekly to determine reproductive entrainment to individual light colors.

### Experimental sampling

For whole-organism gene expression analysis, animals were entrained in the same four experimental groups as described above for 1 month. After a starvation period of 2 days, individual sea anemones were sampled from each condition (4 biological replicates per time point) every 4 h over 24 h for a total of six timepoints (*n* = 96, replicates were not pooled), beginning at ZT = 2 (Figure S2). Samples were immediately preserved in RNAlater (Ambion) and stored at 4 °C until processing.

### Tag-based RNA library preparation, sequencing, and processing

Total RNA was isolated from 96 samples using the RNAqueous kit (Ambion) according to the manufacturer’s protocol. Briefly, after pipetting off and discarding RNAlater from each sample, whole animals were lysed by pipetting in lysis buffer for < 2 min, washed 2–3 times, and eluted on a column. Genomic DNA was removed using DNA-*free* kit (Invitrogen), and RNA was assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). RNA was shipped for tag-based library preparation at the University of Texas at Austin’s Genomic Sequencing and Analysis Facility (GSAF) as in Meyer et al. [32] and adapted for Illumina HiSeq 2500. Briefly, total RNA was heat-fragmented and then reverse transcribed into first-strand cDNA. The cDNA was purified using AMPure beads, and PCR-amplified for 18 cycles. Unique Illumina barcodes were added in an additional PCR step for indexing of each sample. After an additional purification step, libraries were pooled, quality checked using a Bioanalyzer (Agilent), and size-selected using BluePippin (350-550 bp fragments). Raw sequence data from 100 base paired, single-end reads were delivered from the UT Austin GSAF. Raw reads were trimmed and quality-filtered using the FastX-toolkit [84]. Trimmed reads were mapped against the *Nematostella* Vienna transcriptome using the Bowtie2 aligner [85] and a read-counts-per-gene file was generated retaining only reads mapping to a single gene. Lastly, counts were imported into the R environment for all downstream statistical analysis (R3.5.0, R Core Team 2015). A full version of the library preparation protocol and associated bioinformatic tools can be found at https://github.com/z0on/tag-based_RNAseq.

### Gene expression analysis

Normalization and differential expression analysis of read counts was performed using the R package DESeq2 [86]. To enhance the rate of differential gene discovery, transcripts with low abundances (mean count < 3) were independently filtered as per the DESeq2 pipeline described in Love et al. [86]. The arrayQualityMetrics package [87] was used to detect outlier transcripts. DESeq2 normalized count data were regularized log transformed using the *rlog* function. Wald statistical tests were performed to identify diel transcription patterns in contrasts of all treatments and time points. *P*-values were Benjamini-Hochberg-adjusted to determine significance of contrasts (10% FDR cutoff). A rank-based gene ontology (GO) enrichment analysis was performed using signed, unadjusted log-transformed *p*-values (positive if up-regulated, negative if down-regulated) with the GO_MWU R package (https://github.com/z0on/GO_MWU) for all contrasts. We used the weighted correlation network analysis package in R to determine gene co-expression, using a soft threshold power of 11.5 [88]. Modules with expression patterns that were correlated greater than Pearson’s R > 0.45 were merged and GO enrichment analysis was performed using a Fisher’s exact test in the GO_MWU package. The R packages ggplot2 and pheatmap were used to generate graphs and heatmaps, respectively [89, 90].

## Supplementary information

**Additional file 1: Figure S1.** A. Light spectra intensity and energy values from the experimental treatments used in this study. Spectra were determined using a Qstick Subminiature Spectrometer (RGB Laser Systems). B. Energy values were determined using a radiometer (QSL 2100, Biospherical Instruments Inc.) at two positions in a 90 mm petri dish, on the inner (left star) and outer (right star) edges. Measurements are in μmol/cm^2^/sec of photons. **Figure S2.** Experimental design of *Nematostella* RNA sequencing experiment*.* Shown are the 12:12 h light:dark treatments of red-, green-, and blue-light treated and 12:12 h dark:dark treated anemones’ 24-h time-course experiment ran in parallel with each other. Solid colored red, green, blue, and grey boxes represent the ‘day’ period or photoperiod of 12 h, solid black boxes represent the ‘night’ period or scotoperiod of 12 h. The black, left pointing arrows represent the 30-day entrainment period prior to animal collections. The sampling points are shown in Zeitgeber Times (ZT) and as white circles. ZT = 0, or 0700, corresponds to “lights on” and ZT = 12, or 1900, corresponds to “lights off”. The sampling size (n) of each treatment is indicated on the left of each timeline. At each collection time point, which occurred every 4 h for 24 h beginning at ZT = 2, or 0900, 4 anemones per time point were sampled individually from each treatment (6 time points * 4 replicates = 24 anemones per treatment). A total of 96 individuals were collected during the 24-h time course. **Figure S3.** Weighted Gene Co-expression Network Analysis (WGCNA) and Module-Trait Relationships. Heatmap of transcripts (4965) assigned to 10 modules (arbitrary colors on the left of the heatmap). Eigengenes were calculated for each module. The strength of the correlations between traits (light treatment, time, biological replicates) and gene expression, is indicated by the intensity of the colored blocks with red and blue indicting positive and negative correlations. The numbers in each block represent the Pearson’s correlation between the module eigengene and the trait and corresponding *p*-values. Modules that are specifically correlated with each of the light conditions are marked with asterisks.

**Additional file 2: Table S1.** Photoperiod vs. scotoperiod statistical comparisons of activity profiles in this study. **Table S2.** Reads per sample reported in this study. **Table S3.** Differentially expressed genes by color and time from DESeq2 analyses. **Table S4.** Gene ontology enrichment for modules in gene co-expression analysis. **Table S5.** Gene expression comparisons for the candidate circadian genes reported in this study.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Leach and Reitzel, 2019) and are accessible through GEO Series accession number GSE132526 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132526).

## Abbreviations

GO: Gene Ontology
LD: Light:dark
DD: Dark:dark
FDR: False discovery rate
ZT: Zeitgeber time
HSP: Heat shock protein
*helt*: Hairy and enhancer of split-related protein
*PAR-bZIP*: Proline and acidic amino acid-rich basic leucine zipper
CRY: Cryptochrome
*CiPC*: Circadian interacting pacemaker protein
qPCR: Quantitative polymerase chain reaction
PPT: Parts per thousand
ASW: Artificial seawater
EST: Eastern standard time
LED: Light-emitting diode

How the deposited data were processed for this re-analysis (not part of the article)

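The libraries are those of 96 animals, with 4 animals for each of 4 light conditions (red, green or blue light for 12 h of the day, or constant darkness, DD) and 6 time points (ZT2 to ZT22, every 4 h). The authors had tag-based libraries sequenced as single-end reads, trimmed and quality filtered the reads with the FastX-toolkit, mapped them to the Vienna transcriptome with Bowtie2 and counted the reads that mapped to a single gene. The values are those counts as deposited by the authors, whole numbers without normalization, for 23927 gene models. The numbers of raw and trimmed reads come from Table S2. Every column of the count table was matched to a sample by the name that the sample's label gives, and no column was left over.

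Total counts ran from 289 to 706046 per library, with a median of 342946. The libraries with fewer than 10000 trimmed reads, red ZT6 replicate C and DD ZT22 replicate C, were left out, and 94 were used, with totals from 25683 and a median of 344334. A count of 0 allows up to 3 counts, and 4197 of the 9453 genes tested had a mean count of at least 10. The libraries of 1 group were compared in pairs by chi-square over genes with a summed count of at least 10. The chi-square per degree of freedom ran from 2.72 to 22.3, so spread between libraries exceeds counting error. The upper end rests on single libraries, which were kept. Pairs with blue ZT10 replicate D had 15.3 to 22.3, against 4.33 to 5.38 among the other pairs of the group. For DD ZT2 replicate A these were 15.9 to 21.2 against 4.60 to 5.38, and for blue ZT14 replicate B 12.1 to 14.7 against 4.23 to 6.07.

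Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) after TMM normalization, by two-sided quasi-likelihood F tests, with the Benjamini-Hochberg adjustment over the genes of each contrast and a threshold of 10% FDR. Genes with a mean count of at least 3 over all libraries were tested. Within each light condition, 1 fit with the 6 time points as groups gave the contrasts ZT2 minus ZT14, ZT6 minus ZT18 and ZT10 minus ZT22, a test of any difference between time points, and tests of cosine and sine pairs with periods of 24 h and 12 h. Separate fits were chosen because Table S3 gives a gene a different mean level in each condition, but its log2 fold changes were later matched within 0.01 by a different fit, DESeq2 over the libraries of a color and DD together, for 345 of 346 entries headed Red. For the entries headed Blue, 54 of 58 were matched by the green and DD libraries, and those headed Green by the blue and DD libraries. In the text these lists are named by the libraries that matched. Pairs of light conditions, the difference of the ZT6 minus ZT18 change between red light and each other condition, and comparisons at single time points were tested in 1 fit of 24 groups. Standard errors of log2 fold changes were derived from the F statistic and are poorly determined where the fold change is near 0. CPM values use TMM-scaled library totals, and the mean log2 level of the genes shared by the colors adds 5 to the CPM.

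The co-expression network was computed with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15 on log2 CPM with a pseudocount of 0.5 for the 4965 genes of highest mean count, with a soft threshold power of 11.5, topological overlap, average linkage and the static height that gives most modules of at least 30 genes. That height was 0.995, the upper end of the heights tried. Modules with eigengene correlation above 0.45 were merged, and Pearson correlations with 10 indicators were tested with 100000 permutations. WGCNA was not used here. Figures were drawn with matplotlib 3.10.9, and the random seed was 20200514.

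The genes named were chosen by rule: every gene of Table 1, every gene that the text names and Table S3 pairs with an identifier, and for each light condition and contrast the 3 genes with the smallest p among those past 10% FDR. The gene NVE24810, the genes of the interaction of red light with DD and the genes that Table S3 lists for all 3 colors were chosen after their values were seen. The list of Table 1 held 12 tested genes, and NVE15435 had a mean count below 3. Adjustment over the list alone covers its genes, pairs and time points. Opsins, *nvCycle*, *nvCry2*, *nvHSP90A* and *nvHSP90B* were not analysed by name here.

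The alternatives were all 96 libraries, DESeq2 1.42.0 on the same or all libraries, no filter on counts, a minimum mean count of 10, RLE normalization, robust dispersions, 1 fit over the 4 conditions, the replicate letter as a replicate block, an additive fit of light and time, and thinning every library to 100000 counts (libraries below that kept as they are), with each replicate left out in turn. For the network they were a power of 6, a signed network, merging above 0.75 and all 96 libraries. Chosen after seeing the data were leaving out libraries under 100000 counts, the DESeq2 fits of a color and DD together with the replicate letter, light condition and time point as main effects and no independent filtering, and a DESeq2 fit with the light condition alone. In the fits of a color and DD together, the time contrast averages over the color and the DD libraries. Counts of calls were set beside those from splits of the same libraries into groups of the same sizes, every one of 35 for the contrasts, and with the real split included 100 drawn ones for the tests over time points and 40 for pairs and interactions. Libraries far from their group were found by Dixon's ratio for 4 values. Whether replicate letters pair animals was checked by correlating their residuals over 4197 genes.

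The tests were tried on simulated counts with the depths of the real libraries and 200 changed genes of 2 on the log2 scale, under 3 dispersions: an assumed 0.4, a trended estimate within red (median 0.121) and tagwise estimates over the 24 groups (median 0.0710). For ZT6 vs ZT18 in red light edgeR called 5 to 75.5% of changed genes of any level and 26 to 96% of those among the most abundant, and DESeq2 called 14 to 71% of those of any level. The test of any time point difference called 23.5 to 88% of those of any level. The other tests were tried only on changed genes among the most abundant. There the 12-h pair called 14 to 99%, red minus DD with a change of 1 on the log2 scale 60.5 to 99.5% and the interaction 2.50 to 73%, and with no gene changed blue minus green gave 0 calls each time. In each range the lowest value is that of the assumed dispersion.

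The simulation first used the assumed dispersion alone and required a recovery of 80%, which failed, after which the estimated dispersions were added. That requirement was replaced by a median fold change within 0.3 of the simulated one and fewer than 25% wrong calls, asked of comparisons with at least 20 calls. Under the assumed dispersion DESeq2 missed the latter (26.3% of 38 calls), and it was then asked of edgeR alone. With fewer calls than 20, and so not held to it, edgeR's interaction test under the assumed dispersion had 28.6% wrong of 7 calls. The network code was tried on 1500 simulated genes with 3 modules, and with the lowest of tied heights it failed to recover them. With the highest of tied heights, chosen before any network of the real libraries was computed, it placed 100% of each simulated module in 1 module.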

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

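The tests without DD ZT6 replicate D, of counting noise and of depth were chosen only after the results were seen, though thinning, which the depth tests use, had been fixed earlier as an alternative. Within groups of 4 animals, the lowest or highest value was compared with the spread of the group, and 9 of 60 groups held an animal far from the others, where chance gives about 1 in 20 groups, or 3.

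The total count stood far from the other libraries of the group in blue ZT2 replicate A (233951), green ZT6 replicate D (250830), green ZT14 replicate D (344772), red ZT6 replicate C (1455) and DD ZT22 replicate C (289). The last of these and red ZT6 replicate C are nearly empty and were left out. The others were kept. Pairs with blue ZT2 replicate A had a chi-square per degree of freedom of 6.10 to 7.56, against 4.51 to 4.81 among the other pairs of the group, and pairs with green ZT6 replicate D had 5.74 to 6.20 against 2.72 to 4.30. Whether more than depth sets these libraries apart was not tested. Depth is technical, and no biological explanation was tested for it.

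Single genes stood apart in 1 animal of a group. *nvPAR-bZIPa* was at 15.0 CPM in red ZT2 replicate A (the other animals 34.1 to 34.5), *nvPAR-bZIPd* at 32.9 CPM in blue ZT22 replicate A (others 10.1 to 13.5), and *nvTimeout* at 29.6 CPM in red ZT18 replicate B (others 15.2 to 15.4). With about 1 in 20 groups set apart by chance, no explanation was tested for these.

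*supervillin* was at 1196 CPM in DD ZT6 replicate D and at 87.7 to 107.7 in the other animals of the group. The library holds 25683 counts. Of its 2061701 raw reads, 66833 remained after duplicates were removed and reads were trimmed. The other libraries of the group kept 765746 to 1027548 of 2798010 to 3524401 raw reads. Its few counts thus reflect mostly reads lost in these steps, not few raw reads. The 19 genes that Table S3 lists for all 3 colors at mid-day, *supervillin* among them, made up 6.65% of its counts, 1708 in number, which counting noise does not give. Of the 19, 14 were at their highest in this library, against 4.52% of all tested genes, while others such as *collagenase* and *alpha-tubulin* were not. What stays open is whether the animal, the handling of the sample or foreign RNA differed, and the design gives no condition that would separate these, so no biological explanation was tested.

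The ZT6 vs ZT18 change differed between red light and DD for 3 genes with edgeR, in a test of the difference itself. They were NVE8785 (log2 difference 4.91, adjusted p = 0.0193), NVE1477 (-3.11, adjusted p = 0.0676) and NVE15710 (-3.73, adjusted p = 0.0878), named after their values were seen, and the latter pair belong to the 19 genes shared by the colors and were at their highest in DD ZT6 replicate D. Of 40 splits of the same libraries into groups of the same sizes, 27 gave as many genes, up to 32, so the count is no larger than other splits give. Without DD ZT6 replicate D, 1 gene passed, NVE8785 again (4.87, adjusted p = 0.0316), so that library does not account for it. Of NVE1477 and NVE15710, 0 passed without that library, with log2 differences of -0.0598 and -0.15, so the calls of these genes rest on that library. For red against blue and red against green light, where 0 passed with edgeR (296 and 276 at an unadjusted p under 0.05, 4 and 9 by DESeq2), 40 of 40 splits gave as many in each, which a real count of 0 fixes beforehand and which therefore decides nothing. Without replicate A or B of each time point 0 genes passed between red light and DD.

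Genes averaged over the day differed between light conditions, 428 between green light and DD, 83 between blue and green light, 263 between red and blue, and 10 between red and green. In each of these and in red and blue light against DD, 1 of 40 splits gave as many, the real one, and other splits gave at most 3. A difference in depth between conditions was tested by thinning every library to 100000 counts, after which 263 genes passed between red light and DD, so depth does not account for all of that difference. After thinning, fewer genes still differed between red and green light (1) than between blue and green (32). The order of all pairs did not stay, since green light against DD then had fewer genes than red against blue. Leaving out replicate C of every group gave 20 between blue and green light, and leaving out replicate A gave 3 between red and green. Light color stays open as the biological explanation, and a difference between cultures of a condition other than the light was not tested.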

How the results depend on the processing

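The fits of a color and DD together, DESeq2 with light alone and leaving out libraries under 100000 counts were chosen after seeing the data, and every other alternative was set before the data were examined. The early, mid-day and late contrasts are ZT2 vs ZT14, ZT6 vs ZT18 and ZT10 vs ZT22. Counts of genes at 10% FDR are listed where they moved by more than 1.5 times, and single genes where the sign changed, with the value of the fits used in the text after the word from. A count written with an exponent is rounded to 2 digits.

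With all 96 libraries, the genes called were 3 (from 1) mid-day and 1 (from 2) late in red light. With all 96 libraries, the tests over the time points gave 9 (from 4) in red for a 24-h cosine and 9 (from 4) in DD for any time point difference. With all 96 libraries, there were 1 (from 0) mid-day genes of all 3 colors and 1 (from 0) mid-day genes of red light alone. Without libraries under 100000 counts, the tests over the time points gave 2 (from 4) in DD for any time point difference. Without libraries under 100000 counts, the mid-day change differed in 1 (from 3) for red against DD. With RLE normalization, the genes called were 3 (from 5) late in blue light and 1 (from 2) late in red light. With 1 fit over 4 conditions, the genes called were 9 (from 5) late in blue light and 18 (from 0) mid-day in DD. In the additive fit, the genes over the day were 6 (from 10) for red against green. In DESeq2 with light alone, the genes over the day were 2 (from 10) for red against green. Of the named gene values, 78 of 81 kept direction and side of the threshold with all libraries, 81 without libraries under 100000 counts, 77 with RLE normalization, 60 of 64 in 1 fit and 64 of 64 with robust dispersions, which moved none of 14 counts. The cause of the changes was not tested here.

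With DESeq2, the genes called were 11 (from 6) mid-day, 35 (from 5) late in blue light, 7 (from 3) mid-day, 15 (from 0) late in green light, 5 (from 0) early, 28 (from 1) mid-day in red light and 2 (from 0) early, 13 (from 0) mid-day, 3 (from 1) late in DD. With DESeq2, there were 28 (from 0) mid-day genes of red light alone. With DESeq2, the genes over the day were 24 (from 10) for red against green. With DESeq2, the mid-day change differed in 4 (from 0) for red against blue, 9 (from 0) for red against green and 16 (from 3) for red against DD. With DESeq2 over 96 libraries, the genes called were 11 (from 6) mid-day, 35 (from 5) late in blue light, 7 (from 3) mid-day, 15 (from 0) late in green light, 2 (from 0) early, 0 (from 1) mid-day in red light and 1 (from 0) early, 1 (from 0) mid-day, 0 (from 1) late in DD. With DESeq2 over 96 libraries, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 0.11 (from -0.0436). Of the named gene values, DESeq2 kept 44 of 50, and took 5 past the threshold and 1 back, and over all libraries it kept 41 of 48. It gave no value for genes that its independent filtering removed, and the cause was not tested.

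With no count filter, the genes called were 16 (from 6) early, 46 (from 6) mid-day, 46 (from 5) late in blue light, 1 (from 0) late in green light, 8 (from 1) mid-day, 11 (from 2) late in red light and 77 (from 0) early, 56 (from 0) mid-day, 76 (from 1) late in DD. With no count filter, the tests over the time points gave 375 (from 9) in blue, 11 (from 6) in green, 1.4e+02 (from 4) in red, 540 (from 4) in DD for any time point difference. With no count filter, there were 2 (from 0) mid-day genes of all 3 colors and 4 (from 0) mid-day genes of red light alone. With no count filter, the genes over the day were 706 (from 1134) for red against DD, 202 (from 428) for green against DD, 366 (from 559) for blue against DD, 52 (from 83) for blue against green and 6 (from 10) for red against green. With no count filter, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 0.0497 (from -0.0436). With a mean count of at least 10, the genes called were 3 (from 6) early, 3 (from 6) mid-day, 2 (from 5) late in blue light, 1 (from 3) mid-day in green light, 1 (from 0) early, 0 (from 1) mid-day, 0 (from 2) late in red light and 0 (from 1) late in DD. With a mean count of at least 10, the tests over the time points gave 4 (from 9) in blue, 2 (from 4) in DD for any time point difference, 4 (from 11) in blue, 18 (from 6) in green, 9 (from 4) in red, 0 (from 1) in DD for a 24-h cosine and 2 (from 0) in green for a 12-h cosine. Without a filter 72 of 81 named gene values kept direction and side, and with the higher minimum 40 of 43. The higher minimum gave no value for *nvPAR-bZIPc*, *nvCiPC*, *nvClock*, *nvCry1a*, *collagenase*, histone H3, NVE24306 and NVE5114, whose mean counts are lower, and otherwise the cause was not tested.

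With the replicate block, the genes called were 2 (from 5) late in blue light and 2 (from 0) early, 9 (from 1) mid-day, 4 (from 2) late in red light. With the replicate block, the tests over the time points gave 10 (from 6) in green, 12 (from 4) in red, 2 (from 4) in DD for any time point difference, 20 (from 6) in green, 12 (from 4) in red for a 24-h cosine and 1 (from 0) in green, 1 (from 0) in red for a 12-h cosine. With the replicate block, there were 1 (from 0) mid-day genes of all 3 colors and 7 (from 0) mid-day genes of red light alone. With the replicate block, the mid-day change differed in 1 (from 3) for red against DD. The residuals of 46 pairs of libraries with the same letter had a median correlation of 0.0296 (13 above 0.1). By a rule that asked every pair of a contrast to exceed 0.1, 0 of 12 contrasts passed. Such a rule does not exclude an effect shared by some letters. In green light, replicate D had 0.267, 0.299 and 0.190 in the early, mid-day and late contrasts, and replicate B -0.0797, -0.0661 and -0.104. On that rule no replicate block was used in the fits within each condition. With it 75 of 81 named gene values kept direction and side, and the cause of the moves was not tested.

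With thinning to 100000 counts, the genes called were 2 (from 6) early, 1 (from 5) late in blue light, 1 (from 2) early, 0 (from 3) mid-day in green light, 0 (from 1) mid-day, 0 (from 2) late in red light and 0 (from 1) late in DD. With thinning to 100000 counts, the genes over the day were 263 (from 1134) for red against DD, 59 (from 428) for green against DD, 146 (from 559) for blue against DD, 32 (from 83) for blue against green, 1.1e+02 (from 263) for red against blue and 1 (from 10) for red against green. With thinning to 100000 counts, the sign reversed for NVE2080 in green late, at a log2 fold change of -0.75 (from 0.88) and NVE11261 in red mid-day, at a log2 fold change of 0.54 (from -0.0436). Thinning leaves fewer counts, and 16 of 64 named gene values fell back across the threshold while 46 kept direction and side, so depth limits which genes pass. Reversals by thinning are of genes not past the threshold.

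With color and DD together over all libraries, the genes called were 3 (from 0) early, 331 (from 1) mid-day, 11 (from 2) late in red light, 9 (from 2) early, 46 (from 3) mid-day, 5 (from 0) late in green light and 2 (from 6) early, 59 (from 6) mid-day, 36 (from 5) late in blue light. With color and DD together over all libraries, there were 19 (from 0) mid-day genes of all 3 colors and 283 (from 0) mid-day genes of red light alone. With color and DD together over all libraries, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 1.93 (from -0.0436). In such a fit without DD ZT6 replicate D, the genes called were 7 (from 0) early, 222 (from 1) mid-day, 15 (from 2) late in red light, 9 (from 2) early, 10 (from 3) mid-day, 5 (from 0) late in green light and 28 (from 6) mid-day, 40 (from 5) late in blue light. In such a fit without DD ZT6 replicate D, there were 3 (from 0) mid-day genes of all 3 colors and 207 (from 0) mid-day genes of red light alone. In such a fit without DD ZT6 replicate D, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 0.60 (from -0.0436). In that fit without red ZT6 replicate C, the genes called were 10 (from 0) early, 1.0e+02 (from 1) mid-day, 5 (from 2) late in red light, 9 (from 2) early, 46 (from 3) mid-day, 5 (from 0) late in green light and 2 (from 6) early, 59 (from 6) mid-day, 36 (from 5) late in blue light. In that fit without red ZT6 replicate C, there were 19 (from 0) mid-day genes of all 3 colors and 64 (from 0) mid-day genes of red light alone. In that fit without red ZT6 replicate C, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 1.82 (from -0.0436). In the first of these 22 of 59 named gene values kept direction and side, and 26 passed the threshold that had not. These fits give no contrast for DD, and their time contrast averages over the color and DD libraries.

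In the fit without both nearly empty libraries, the genes called were 30 (from 0) early, 86 (from 1) mid-day, 16 (from 2) late in red light, 10 (from 2) early, 49 (from 3) mid-day, 4 (from 0) late in green light and 32 (from 6) early, 49 (from 6) mid-day, 61 (from 5) late in blue light. In the fit without both nearly empty libraries, there were 14 (from 0) mid-day genes of all 3 colors and 49 (from 0) mid-day genes of red light alone. In the fit without both nearly empty libraries, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 1.35 (from -0.0436). In a fit without all 3 low libraries, the genes called were 31 (from 0) early, 39 (from 1) mid-day, 13 (from 2) late in red light, 10 (from 2) early, 15 (from 3) mid-day, 5 (from 0) late in green light and 34 (from 6) early, 28 (from 6) mid-day, 71 (from 5) late in blue light. In a fit without all 3 low libraries, there were 4 (from 0) mid-day genes of all 3 colors and 24 (from 0) mid-day genes of red light alone. In a fit without all 3 low libraries, the sign reversed for NVE11261 in red mid-day, at a log2 fold change of 0.29 (from -0.0436). In the last of these 34 of 59 named gene values kept direction and side of the fits within each color. The tests of these libraries are given with the other observations.

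At a power of 6, there were 7 (from 3) co-expression modules, 3 (from 0) modules associated with a light condition, 5 (from 0) module and light condition associations and 1 (from 0) module and time point associations. In the signed network, there were 5 (from 3) co-expression modules, 2 (from 0) modules associated with a light condition and 4 (from 0) module and light condition associations.

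Leaving out each library of a contrast in turn, or each replicate letter from all groups (1 animal of each), gave these lowest and highest values, with a library or letter that gives each in parentheses. Over the day, without 1 letter, there were 363 to 771 (A, D) for red against DD, 1.0e+02 to 782 (C, D) for green against DD, 203 to 429 (C, D) for blue against DD, 20 to 76 (C, A) for blue against green, 102 to 204 (B, C) for red against blue and 3 to 17 (A, D) for red against green. The mid-day change, without 1 letter, differed for 0 to 1 (A, D) for red against blue, 0 to 1 (A, D) for red against green and 0 to 4 (A, C) for red against DD. Other counts without 1 letter gave 19 to 27 (C, A) for candidate gene comparisons past the threshold over all genes. The test of any time point difference without 1 letter gave 6 to 23 (A, D) for blue, 2 to 14 (C, D) for green, 1 to 9 (B, A) for red and 2 to 5 (D, C) for DD. The test of a 24-h cosine without 1 letter gave 5 to 11 (C, D) for blue, 1 to 15 (A, D) for green, 1 to 7 (B, A) for red and 0 to 1 (B, A) for DD. The test of a 12-h cosine without 1 letter gave 0 to 5 (B, A) for green, 0 to 3 (B, A) for red and 0 to 2 (A, B) for DD. Red light without 1 library had 0 to 3 (ZT2 A, ZT14 B) for early, 0 to 2 (ZT6 A, ZT18 C) for mid-day and 0 to 2 (ZT10 A, ZT22 B) for late. Blue light without 1 library had 2 to 6 (ZT14 A, ZT2 B) for early and 1 to 11 (ZT10 B, ZT10 A) for late. Green light without 1 library had 1 to 2 (ZT14 B, ZT14 C) for early, 0 to 6 (ZT6 A, ZT6 D) for mid-day and 0 to 2 (ZT10 A, ZT22 C) for late. DD without 1 library had 0 to 1 (ZT2 A, ZT2 D) for early and 0 to 2 (ZT22 A, ZT22 B) for late. Signs reversed with log2 fold changes of -0.14 to 0.18 (ZT18 B, ZT18 A) for NVE11261 in red mid-day, -0.17 to 0.40 (ZT18 B, ZT18 C) for NVE11261 in green mid-day and -1.10 to 1.02 (ZT6 B, ZT18 B) for NVE14677 in DD mid-day. Of 202 counts with a library or letter left out, 86 moved by more than 1.5 times, and of 570 named gene values 81 fell back across the threshold, 3 passed it, 5 changed sign and 481 did neither. Fewer animals are part of the cause, and no other cause was tested.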

Differences from the paper's values

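The alternatives counted below were set before the data were examined. An alternative is said to reach a value of the paper when its own value is within 1.5 times of it for a count, or within the larger standard error, the paper's or that of the fit here, for a log2 fold change. The fit of a color and DD together is the one added to them, and it was chosen after seeing the values.

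Over all contrasts and conditions, the paper's total is 512 and the total here is 26, and the paper's is reached by none of 10 alternatives. Of the single contrasts, ZT2 vs ZT14 has 18 in the paper and 8 here, reached by DESeq2 (17) and DESeq2 over all libraries (13) but not the other 8. For ZT6 vs ZT18 the numbers are 441 in the paper and 10 here, reached by none of 10 alternatives. ZT10 vs ZT22 has 52 in the paper and 8 here, reached by DESeq2 (56) and DESeq2 over all libraries (53) but not the other 8. By condition, red light has 348 in the paper and 3 here, reached by none of 10 alternatives. Blue light has 102 in the paper and 17 here, reached by no count filter (1.1e+02) but not the other 9. Green light has 60 in the paper and 5 here, reached by none of 10 alternatives. DD has 2 in the paper and 1 here, reached by DESeq2 over all libraries (2) but not the other 9. Genes higher at mid-day number 419 in the paper and 4 here, reached by none of 10 alternatives. Those of all 3 colors number 19 in the paper and 0 here, reached by none of 10 alternatives, and those of red light alone 285 in the paper and 0 here, reached by none of 10 alternatives.

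In the lists of Table S3, red light has at ZT2 vs ZT14 3 in the paper and 0 here, reached by DESeq2 over all libraries (2) and the replicate block (2) but not the other 8. Its mid-day list has 334 in the paper and 1 here, reached by none of 10 alternatives, and its late list 11 in the paper and 2 here, reached by no count filter (11) but not the other 9. In blue light the early list has 3 in the paper and 6 here, reached by a mean count of at least 10 (3) and thinning to 100000 counts (2) but not the other 8. Its mid-day list has 63 in the paper and 6 here, reached by no count filter (46) but not the other 9, and its late list 36 in the paper and 5 here, reached by DESeq2 (35), DESeq2 over all libraries (35) and no count filter (46) but not the other 7. In green light the early list has 11 in the paper and 2 here, reached by none of 10 alternatives, the mid-day list 44 in the paper and 3 here, reached by none of 10 alternatives and the late list 5 in the paper and 0 here, reached by none of 10 alternatives. The fit of a color and DD together over all libraries, chosen after seeing the values, gave 3, 331 and 11 genes for red light, 2, 59 and 36 for blue and 9, 46 and 5 for green, with 19 mid-day genes in all 3 colors and 283 in red alone, and 502 calls in all.

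For the reads before trimming, the total of Table S2 is 223573918, somewhat below the number that the text of the paper gives. For the network, the paper has 10 modules and 3 were found here, and the paper's number is reached by a power of 6 (7) but not the other 3. Modules associated with a light condition number 8 in the paper and 0 here, reached by none of 4 alternatives.

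Of 39 log2 fold changes of Table S3 for named genes, 38 have the same sign here and 14 differ by more than the larger standard error, with the early, mid-day and late contrasts being ZT2 vs ZT14, ZT6 vs ZT18 and ZT10 vs ZT22. *collagenase* (NVE14551) has -2.42 in the paper and -3.68 here in red light mid-day, reached by thinning to 100000 counts (-2.72) but not the other 7. It also has -2.45 in the paper and -3.05 here in green light mid-day, reached by no count filter (-2.95), 1 fit over the conditions (-3.03), the replicate block (-2.86) and thinning to 100000 counts (-2.65) but not the other 5. Further, it has -3.18 in the paper and -2.15 here in green light late, reached by none of 7 alternatives. *alpha-tubulin* (NVE2702) has 1.24 in the paper and 0.85 here in red light mid-day, reached by DESeq2 over all libraries (0.89), no count filter (0.93) and thinning to 100000 counts (1.03) but not the other 7. It also has 0.90 in the paper and 0.50 here in green light mid-day, reached by none of 10 alternatives. *supervillin* (NVE11261) has 1.93 in the paper and -0.0436 here in red light mid-day, reached by none of 9 alternatives. It also has 1.80 in the paper and 0.35 here in blue light mid-day, reached by none of 10 alternatives. Further, it has 1.99 in the paper and 0.0507 here in green light mid-day, reached by none of 10 alternatives. NVE24306 has -2.16 in the paper and -1.27 here in red light late, reached by DESeq2 over all libraries (-1.34) and thinning to 100000 counts (-1.30) but not the other 7.

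NVE5408 has 1.70 in the paper and 2.58 here in blue light early, reached by none of 10 alternatives. It also has 1.36 in the paper and 1.72 here in green light early, reached by 1 fit over the conditions (1.71) but not the other 9. *nvPAR-bZIPc* (NVE8107) has -2.52 in the paper and -3.93 here in blue light mid-day, reached by none of 9 alternatives. *nvhelt* (NVE8679) has 2.24 in the paper and 3.08 here in blue light mid-day, reached by thinning to 100000 counts (2.81) but not the other 9. *nvPAR-bZIPa* (NVE14677) has 2.35 in the paper and 3.64 here in blue light mid-day, reached by none of 10 alternatives. The fit of a color and DD together over all libraries, chosen after seeing the values, reached every one of these log2 fold changes, for example 1.93 for *supervillin* (NVE11261) in red light.

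The paper calls genes that did not pass 10% FDR here in the fits within each condition. *nvTimeout* (NVE19057) in red light at mid-day had an adjusted p of 0.669 here and 0.0345 in the fit of red light and DD together, chosen after seeing the values. The same fit, so chosen, called *nvHSP70E* (NVE2172, 0.00797 against 0.646), *nvPAR-bZIPa* (NVE14677) in red light (0.0708 against 0.110), *supervillin* in each color, *alpha-tubulin* in each color, the perilipin gene NVE17939 (0.00976 against 0.151) and the selenoprotein gene NVE18736 in red light. In blue light it called histone H1 (NVE4301, 0.0592 against 1.00), histone H3 (NVE23956), *nvPAR-bZIPd* at mid-day (NVE8085, 0.0342 against 0.543), *nvHSP70C* late (NVE11918, 0.0552 against 0.598) and *collagenase* late (NVE14551, 4.43e-06 against 0.155). DESeq2 within each condition called histone H1 in blue light (1.12e-13), *supervillin* in DD (0.0275) and NVE17939 in red light (0.00172).

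Some statements on rank and direction also differ. The paper has more diel genes in red light than in the other conditions, and here blue light has most calls, 17 against 3 in red in the fits within each condition. Of the 10 alternatives, the replicate block has more in red (15) than in blue (13), and without a count filter DD has most (209). DESeq2 has 28 at mid-day in red against 11 in blue. The fit of a color and DD together, chosen after seeing the values, has most in red. The paper has most mid-day genes higher in the photoperiod, and here 4 of 10 calls are. It places the lowest level of *nvPAR-bZIPa* early in the night, and here the lowest mean is at ZT18 in blue light and ZT22 in green. *nvPAR-bZIPc* in green light is highest late in the night in the paper and at ZT14 here. For *nvhelt* the paper's trough is late in the night, and the lowest mean here in blue light is at ZT18. Its peak is early in the day in the paper, and the highest mean here in green light is at ZT6. The paper describes peaks of *nvCry1a* and *nvCry1b* at mid-day in blue and green light, and here the highest mean of *nvCry1a* is at ZT10 in blue light and that of *nvCry1b* in green light is at ZT14.

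The caption of Fig. 3 has no gene that differs between a color and constant darkness, though Table S3 lists such genes. Here 1134 genes differ between red light and DD, 559 between blue light and DD and 428 between green light and DD. The paper also finds blue and green light more alike than either is to red. By the number of genes that differ averaged over the day, red and green light are closest here, with 10. Blue and green had 83 and red and blue 263. That average leaves out the time of day, so it does not compare daily patterns. Of the 36 time-of-day comparisons of Table 1 genes, 19 had an unadjusted p under 0.05 in blue light, 16 in green and 7 in red. Past 10% FDR there were 12, 2 and 0.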

Other observations

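The tests of the library with few counts in the fit of red light and DD together and in the shared genes, of the 3 libraries together, of counting noise, of the 12-h pattern and of the module with depth were chosen only after the results were seen. So were the fits of a color and DD together.

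With the libraries of red light and DD fitted together in DESeq2, the ZT6 vs ZT18 contrast gave 331 genes, 325 of them higher in the photoperiod, where the fit within red light gave 1. Leaving out DD ZT6 replicate D gave 222, and leaving out red ZT6 replicate C gave 1.0e+02 (rounded to 2 digits), so neither alone accounts for the whole. Without the latter and DD ZT22 replicate C it gave 86, and without all 3 libraries under 100000 counts it gave 39, 9 of them higher in the photoperiod. Leaving out 3 other libraries of the same groups, in 9 draws, gave 91 to 294 genes (median 194), and 0 draws gave as few. A candidate explanation for most of the 331 calls is therefore the libraries with few counts, found and tested on the same data. Of the 334 mid-day entries of Table S3 for red light, 15 were called without the 3 libraries. Light stays open for the rest.

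Table S3 lists 19 genes for all 3 colors at mid-day, and fitting each color with DD gave 19 such genes. Without DD ZT6 replicate D, 3 of the 19 were called in all 3 colors, and without all 3 libraries with few counts 1. The 3 comparisons share the DD libraries. With the ZT6 and ZT18 labels of the color libraries permuted, and no draw keeping the real labels of a color, 4 to 7 genes (median 5) were shared in 10 draws, and 0 draws gave as many as 19, so sharing the DD libraries gives some but not all of them in these draws, and with 10 draws its part cannot be told apart. The share of these genes in DD ZT6 replicate D, 6.65% of its counts, exceeds counting noise. In the other 93 libraries, after removing group means, their mean pairwise Spearman correlation was 0.0785, against a median of 0.0234 in 10000 random sets matched on level (permutation p = 0.0109), so they may vary together between animals beyond that library. A response to light stays open for them, as a hypothesis.

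For a 12-h pattern, edgeR called 0 genes in each of the 4 conditions, with 581, 513, 422 and 611 at an unadjusted p under 0.05 in blue, green, red and DD. DESeq2 was not run for this test. In each condition 100 of 100 splits gave as many, which a real count of 0 fixes beforehand and which decides nothing. In libraries simulated for red light, of 12-h genes among the most abundant, 14% were called under the assumed dispersion, and 88.5 and 99% under the dispersions estimated from these libraries. At the estimated spread the test in red light thus finds most changes of the simulated size in abundant genes. Smaller changes, less abundant genes and the other conditions were not simulated, and there changes that were missed cannot be told apart from absent ones. The replicate block gave 1 gene in green and 1 in red.

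For the 3 contrasts of each condition, the libraries of the 2 time points were split in every way into groups of the same sizes, 35 splits with the real one included. As many genes as in the real split came up in 1, 5 and 1 of them in blue light (early, mid-day, late), 2, 1 and 35 in green, 35, 6 and 2 in red and 35, 35 and 6 in DD. The counts were thus larger than in any other split for blue early and late and green mid-day, and for blue mid-day, green early, red mid-day and late and DD late they were no larger than 1 or more other splits give. For green late, red early and DD early and mid-day the real count is 0, which every split reaches, so 35 of 35 decides nothing there. In blue light at mid-day another split gave 337 genes. The splits of red ZT6 and DD ZT22, with n = 3, number 35 as well.

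For the test of any time point difference, 5 of 100 drawn splits gave as many genes in blue light, 4 in green, 5 in red and 43 in DD. For the 24-h cosine these were 2, 3, 3 and 15. Other splits gave up to 330 genes for the former in DD and 268 for the latter in green light. The counts in DD are no larger than other splits give.

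The eigengene of the first co-expression module, of 335 genes, had r = 0.745 with log2 of the total count over 94 libraries (permutation p = 1.00e-05, the smallest the permutations can give; Spearman rho = 0.448, permutation p = 2.00e-05). Without the pair of libraries farthest from the others in depth r was 0.596, and within a condition it was 0.816 in blue, 0.0443 in green, 0.506 in red and 0.896 in DD. Depth may therefore account for part of this module in blue and red light and DD, while in green light it does not, and no biological explanation was tested. After log2 of the total was removed from both the eigengenes and the indicators, 0 associations with a light condition passed 10% FDR by permutation. With a time point 2 passed, both of this module, with ZT2 (r = -0.344) and ZT18 (r = 0.346), each at an adjusted p of 0.0153. Before the removal, r was -0.07 with ZT2 and 0.08 with ZT18. Since depth varied between time points, these 2 associations do not separate time of day from depth.

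Of the entries of Table S3, 9 have an absolute log2 fold change above 10, from 17.7 to 24.6, and in 9 of them the libraries of 1 side of the contrast are all at 0. Such values depend on how the fit treats a 0 and are not a measure of the change.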
